# *Nr4a1* suppresses cocaine-induced behavior via epigenetic regulation of homeostatic target genes

**DOI:** 10.1038/s41467-020-14331-y

**Published:** 2020-01-24

**Authors:** Marco D. Carpenter, Qiwen Hu, Allison M. Bond, Sonia I. Lombroso, Kyle S. Czarnecki, Carissa J. Lim, Hongjun Song, Mathieu E. Wimmer, R. Christopher Pierce, Elizabeth A. Heller

**Keywords:** Epigenetics, Addiction

## Abstract

Endogenous homeostatic mechanisms can restore normal neuronal function following cocaine-induced neuroadaptations. Such mechanisms may be exploited to develop novel therapies for cocaine addiction, but a molecular target has not yet been identified. Here we profiled mouse gene expression during early and late cocaine abstinence to identify putative regulators of neural homeostasis. Cocaine activated the transcription factor, *Nr4a1*, and its target gene, *Cartpt*, a key molecule involved in dopamine metabolism. Sustained activation of *Cartpt* at late abstinence was coupled with depletion of the repressive histone modification, H3K27me3, and enrichment of activating marks, H3K27ac and H3K4me3. Using both CRISPR-mediated and small molecule *Nr4a1* activation, we demonstrated the direct causal role of *Nr4a1* in sustained activation of *Cartpt* and in attenuation of cocaine-evoked behavior. Our findings provide evidence that targeting abstinence-induced homeostatic gene expression is a potential therapeutic target in cocaine addiction.

## Abstract (web summary)

The regulation of gene expression underlies many forms of learning and behaviour in the mammalian brain. Carpenter et al. define a molecular mechanism whereby *Nr4a1* activation leads to persistent changes in gene expression, chromatin and behaviour, in the context of cocaine abstinence.

## Introduction

A core feature of addiction is the propensity for relapse due to the aggregation of neuroadaptations during abstinence^1^. In human drug users, relapse is triggered by drug-associated cues^2^, stress^3^, and acute drug re-exposure^4^. To combat relapse, endogenous homeostatic mechanisms may restore and even reverse normal function to reward-related brain areas^5,6^. Both preclinical^7^ and human^8^ studies indicate that drug-induced synaptic plasticity and the associated drug memories are reversible. Mechanisms that mediate adaptive changes to reduce drug-seeking behavior include gene expression during cocaine abstinence^9^. Therefore, the identification of a molecular mechanism of sustained homeostatic transcription across cocaine abstinence has important therapeutic implications. However, only a limited number of studies have profiled global gene expression both immediately following drug taking and after abstinence^10,11^.

Many brain regions are involved in the formation of drug-associated neuroadaptations, including the ventral tegmental area (VTA), prefrontal cortex (PFC), and nucleus accumbens (NAc)^11^.To identify a master regulator of homeostatic gene expression, we profiled global transcriptomic changes in the NAc, VTA, and PFC at early and late abstinence following cocaine self-administration in mice. Using this approach, we identified a key role for the transcription factor, nuclear receptor subfamily 4 group A member 1 (Nr4a1*)*, in regulating homeostatic target gene expression and cocaine-evoked behavior. *Nr4a1* plays an integral role in neuronal homeostasis and neuroprotection in response to hyperexcitation via the regulation of downstream effectors contributing to synapse distribution and function^11–13^. In response to stimuli, *Nr4a1* is upregulated and it is shuttled to the nucleus where it binds nerve-growth-factor inducible gene B (NGFI-B)-responsive elements (NRBE) at target gene promoters^14^. Importantly, Nr4a1 regulates gene expression via recruitment of chromatin modifying enzymes, many of which are stable across abstinence^14,15^.

Histone modifications persist at specific genomic loci during abstinence and play an important role in stable transcriptional regulation associated with addictive behaviors^9^. Given that chromatin modifications confer long-lasting changes in gene expression necessary for stable cellular phenotypes, histone modifications acquired during abstinence may cause individual genes to “remember” prior drug exposure. Indeed, Nr4a1 is transiently expressed during learning and supports memory formation via histone acetylation and activation of downstream target genes in the hippocampus^16^. Loss of *Nr4a1* activation causes deficits in long-term potentiation, abnormal increases in spine density and impaired long-term memory^12,16,17^. Beyond this, altered levels of Nr4a1 and Nr4a2 expression are associated with Parkinson’s disease^18^, schizophrenia^19^, and cocaine addiction in humans^20,21^, due to its function in CREB-mediated neuroprotection and dopamine-related neuroadaptation^22,23^. Nr4a1 is highly expressed in striatal regions of dopaminergic output, such as the NAc, where it determines striatal dopamine levels^22^ via activation of target genes including cocaine and amphetamine-regulated transcript peptide (*Cartpt)*^24^*. Nr4a1*-deficient mice show increased sensitivity to psychostimulants measured by amphetamine-induced locomotor activity and dopamine metabolism^25,26^. In fact, our findings are consistent with prior studies that show cocaine-induced expression of Nr4a1^10,11,27^.

We identified *Nr4a1* and its target genes as potentially important mediators of homeostatic gene expression across abstinence using an unbiased transcriptomic approach. We prioritized *Nr4a1* given its key roles long-term memory and neuroprotection. We discovered a mechanism whereby Nr4a1 stably regulated key histone modifications and activated target genes involved in neuronal homeostasis, including *Cartpt*. Importantly, activation of *Nr4a1* reduced cocaine reinforced behavior. Herein, we established *Nr4a1* as a key regulator of persistent gene transcription during cocaine abstinence and as a promising therapeutic target for cocaine addiction.

## Results

### Cocaine regulated *Nr4a1* via histone modifications (hPTMs)

Several studies suggest that drug exposure increases homeostatic gene expression during abstinence to mitigate cocaine induced neuroadaptations^5^. To identify a master regulator of homeostatic gene expression, we profiled global transcriptomic changes in the adult mouse brain, including the NAc, VTA, and PFC, at early (1-day) and late (28-days) abstinence following cocaine self-administration (Fig. 1a). 

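RNA-seq, which counts the sequenced fragments of each gene's RNA in a tissue, was carried out on micro-punches of the NAc, VTA and PFC. The mice had self-administered cocaine (0.7 mg/kg/infusion) or saline for 21 days and were sacrificed 1 or 28 days after the last session. The 3 regions, 2 time points and 2 treatments made 12 groups with 71 libraries in all. Each group had 6 libraries, except saline VTA at 28 days, which had 5. The authors aligned the reads to the mouse genome mm9 with STAR and deposited 1 table per region and time point. The tables of the NAc at 1 and 28 days and of the VTA and PFC at 28 days hold raw read counts per gene. The tables of the VTA and PFC at 1 day hold RPKM, the reads on a gene scaled by its length and by the reads of the library.

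In the NAc at 1 day, between 20971967 and 28753274 reads per library were counted on genes after cocaine (median 25589574) and between 23391628 and 30506640 after saline (median 26500518). At 28 days the NAc libraries held between 24522598 and 49700932 reads after cocaine (median 30818924) and between 30141636 and 42002562 after saline (median 34964426). The VTA libraries at 28 days held between 33568907 and 44110357 reads after cocaine (median 37256649) and between 28356375 and 45056082 after saline (median 36311282). Those of the PFC at 28 days held between 30078152 and 47206814 reads after cocaine (median 37853642) and between 31827950 and 48936621 after saline (median 36224312). The RPKM of a gene moves in whole multiples of what 1 read is worth, and for 99.996% of the genes with reads in either RPKM table these steps gave back whole reads in every library. By these reads, the 1-day libraries of the VTA had a median of 24972993 reads after cocaine and 24781128 after saline, within a range of 23007408 to 29008206 over both groups. The corresponding medians in the PFC were 25611912 after cocaine and 26251272 after saline, within a range of 23549760 to 29614969.

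Cocaine was compared with saline within each table. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test over the genes that passed its filter on low counts. RPKM was tested with limma on log2(RPKM + 0.1) over the genes with a mean of at least 0.5 RPKM, a scale that understates the changes of low genes. A gene was called a DEG where its p-value after Benjamini-Hochberg adjustment was under 0.05. The paper combined several normalizations with several tests and took genes that several of these combinations detected at a mean q under 0.25, so its rule differs in both the test and the cutoff. Levels are given below as mean ± SD over the libraries of a group, in CPM (counts scaled by the TMM-normalized size of the library) for count tables and in RPKM for the others. Coordinates are those of the mm9 gene annotation.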

In all cases, we compared cocaine to saline treated tissue at each time point. All cocaine treated mice acquired self-administration behavior (SA), measured by a greater number of infusions, active (cocaine-paired) spins and discrimination between the active and inactive (saline-paired) wheels across 21 daily sessions (Fig. 1b; Supplementary Fig. 1A–F). In the NAc, we found a greater number of regulated transcripts at 28-days (341 differentially expressed genes (DEGs)) than at 1-day (44 DEGs) of abstinence (Fig. 1c, d)^10^. 

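In the NAc at 1 day of abstinence, 15878 genes were tested and 2 were DEGs, both higher after cocaine. At 28 days, 16295 genes were tested and 0 were DEGs. Without adjustment, 636 genes had a p-value under 0.05 at 1 day, 438 of them higher after cocaine and 198 lower. Evenly spread p-values would give 794 by chance alone. The corresponding number at 28 days was 1102, with 544 genes higher and 558 lower, against 815 given by chance. Over 100 splits of the same libraries, the real one included, the median was 423 at 1 day and 596 at 28 days. As many genes as in the real split were found in 34 and 17 of them. The smallest adjusted p at 28 days was 0.592 (edgeR with Benjamini-Hochberg adjustment). Replacing edgeR with DESeq2 moved the DEG counts most, to 21 at 1 day and 20 at 28 days.

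The 2 DEGs at 1 day were hypoxia inducible factor 3 alpha (Hif3a, ENSMUSG00000004328, chromosome 7, 17616856 to 17647776) and perilipin 4 (Plin4, ENSMUSG00000002831, chromosome 17, 56240014 to 56249225), both protein-coding genes on the minus strand. Hif3a rose from 7.14 ± 0.986 CPM (SD, n = 6) after saline to 15.1 ± 2.68 CPM (SD, n = 6) after cocaine, a log2 fold change of 1.08 (standard error 0.129, adjusted p = 0.0122, edgeR). Plin4 rose from 2.93 ± 0.831 to 17.4 ± 11.3 CPM, a log2 fold change of 2.57 (standard error 0.34, adjusted p = 0.0199, edgeR). For both genes the level in all 6 cocaine libraries was above that in all 6 saline libraries (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow). With 1 library left out in turn, Hif3a passed the cutoff in 10 of 12 fits and Plin4 in 6 of 12, and with saline replicate 2 or saline replicate 3 left out neither did.

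With no DEG at 28 days, 0 genes were shared by the time points. Of the 15672 genes tested at both, 42 had an unadjusted p under 0.05 at both time points, 19 of them with the same sign (two-sided Fisher's exact test across genes, p = 0.936). The paper's Supplementary Data 1 lists 47 genes for the NAc at 1 day and 344 at 28 days, against the 44 and 341 of its text. Of the listed genes, 41 were tested here at 1 day, and all 41 had an unadjusted p under 0.05 and the direction the paper gives. At 28 days 308 were tested, of which 308 had the paper's direction and 277 an unadjusted p under 0.05. The paper chose these genes on the same libraries, so these numbers are not independent evidence.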

Alternatively, in the VTA and PFC there were a greater number of cocaine-regulated genes at 1-day (DEGs: VTA 3040, PFC 82) than at 28-days (DEGs: VTA 1571, PFC 45) of abstinence (Supplementary Fig. 2A–F). 

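In the VTA at 1 day of abstinence, 28 of the 15042 genes tested were DEGs, 24 higher after cocaine and 4 lower. An unadjusted p under 0.05 was found for 2323 genes, against 752 given by chance. At 28 days, with 6 cocaine and 5 saline libraries, 0 of 16937 genes were DEGs and 1942 had an unadjusted p under 0.05, against 847 by chance. The count at 1 day depended on the cutoff more than on any other choice. At an adjusted p under 0.25 it was 1269, with 920 genes higher and 349 lower, while at 28 days it remained 0. DESeq2 in place of edgeR gave 83 DEGs at 28 days, 59 higher and 24 lower. The count at 1 day also depended on single libraries, falling to 0 without cocaine replicate 3 or without saline replicate 1 and reaching 54 without cocaine replicate 6.

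The DEGs of the VTA with the smallest adjusted p included E530001F21Rik, Neto1 and Slit2 among those higher after cocaine, and Blnk and P2ry13 among those lower. Neto1 (ENSMUSG00000050321, chromosome 18, 86564344 to 86671289), which encodes an auxiliary subunit of glutamate receptors, had a log2 fold change of 0.81 (standard error 0.108, adjusted p = 0.0301, limma). Blnk (ENSMUSG00000061132, chromosome 19, 41003417 to 41069025), a B-cell linker protein, had one of -0.45 (standard error 0.0659, adjusted p = 0.0301, limma). Neto1 stayed past the cutoff in 6 and Blnk in 3 of the 12 fits that each left out 1 library. E530001F21Rik is annotated as a pseudogene, whose reads could be shared with other copies. A list of microglia genes was lower after cocaine in this table, and with a covariate for cortical tissue, which was chosen after seeing the data and itself was higher after cocaine here (3.22 against 2.31 on the log2 scale), 0 genes were DEGs and 1423 had an unadjusted p under 0.05.

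In the PFC at 1 day, 1 of 14427 genes was a DEG, Plin4, which rose from 0.64 ± 0.199 RPKM (SD, n = 6) after saline to 3.33 ± 1.36 RPKM (SD, n = 6) after cocaine. Its log2 fold change was 2.17 (standard error 0.247, adjusted p = 0.0117, limma), and it was no longer below the cutoff with cocaine replicate 4, saline replicate 3 or saline replicate 4 left out. At 28 days 0 of 16340 genes were DEGs. The genes with an unadjusted p under 0.05 numbered 598 at 1 day, against 721 by chance, and 925 at 28 days, against 817. Over 100 splits of the same libraries the medians were 528 and 723, and as many genes were found in 41 and 37 splits.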

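Gene ontology terms group genes by the process they take part in, and the term for the cellular response to corticotropin-releasing hormone holds 4 genes, of which Nr4a1 and Nr4a3 are among the DEGs the paper lists for the NAc at 1 day. The paper's Source Data give this term a p of 0.00816 and a Benjamini value of 0.551, which made it the third of 14 terms by p and the first by Benjamini value and by fold enrichment. Nr4a3 (ENSMUSG00000028341, chromosome 4, 48058025 to 48099319), a protein-coding gene of the same family of nuclear receptors as Nr4a1, rose in the NAc at 1 day from 11.9 ± 2.72 CPM (SD, n = 6) after saline to 20.9 ± 5.32 CPM (SD, n = 6) after cocaine. Its log2 fold change was 0.82 (standard error 0.179, adjusted p = 0.511, edgeR with Benjamini-Hochberg adjustment), with all 6 cocaine libraries above the saline mean. Its exact permutation p was 0.00742 after adjustment for the 12 such tests of the genes of Supplementary Fig. 4, with 3 Robo genes counted. The paper chose Nr4a3 on these libraries, so this p is not independent evidence. With DESeq2 in place of edgeR its adjusted p was 0.0108, and over all alternatives that keep every library it ran from 0.0108 to 0.868. At 28 days the log2 fold change of Nr4a3 in the NAc was 0.03 (standard error 0.248). In the VTA at 1 day it was 0.96 (standard error 0.244, adjusted p = 0.127, limma), with all 6 cocaine libraries above the saline mean.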

*Nr4a1* was identified in the highest-ranked biological process group, cellular response to the corticotropin-releasing hormone, using Gene ontology (GO) analysis on the NAc DEGs (Fig. 1e, top). 

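The paper's Source Data list 9 DEGs of the NAc at 28 days under the term memory, with a p of 3.17e-05 and a Benjamini value of 0.0488, the smallest of 101 terms. Glp1r, B4galt2, Shank3, Sorcs3, Slc24a2, Hrh3, Slc8a2 and Itga5 are among them. Of the 9 genes, 3 were higher after cocaine and 6 lower, and 7 had an unadjusted p under 0.05. None had an adjusted p under 0.05 over all genes tested (edgeR with Benjamini-Hochberg adjustment), while 7 did when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. The largest rise was that of Glp1r, the receptor of glucagon-like peptide 1, from 1.21 ± 0.359 CPM (SD, n = 6) after saline to 1.93 ± 0.604 CPM (SD, n = 6) after cocaine, a log2 fold change of 0.65 (standard error 0.225, adjusted p = 0.63, edgeR). Sorcs3, a neuronal sorting receptor, rose from 52.4 ± 4.64 to 63.9 ± 4.48 CPM, by 0.28 on the log2 scale (standard error 0.0654, adjusted p = 0.592, edgeR), and was a DEG with DESeq2 (adjusted p = 0.0494, with a range of 0.0494 to 0.704 over the alternatives). The largest fall was that of Itga5, an integrin subunit, with a log2 fold change of -0.37 (standard error 0.184, adjusted p = 0.754, edgeR). As a set, the genes were not shown to shift in a common direction (two-sided exact permutation test of their mean level, p = 0.524, camera, p = 0.123, fry, p = 0.274). Their median log2 fold change, -0.19, was at percentile 0 of random lists matched on expression. Counted in both directions, the genes shifted (fry, p = 0.00248, exact permutation test, p = 0.00866). The paper chose the genes on these libraries, so these values are not independent evidence.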

Interestingly, at 28-days of abstinence there was enrichment for the biological process of memory, which includes genes involved in the acquisition, modification, and retrieval of informational stimuli (Fig. 1e, bottom). 

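Nr4a1 (ENSMUSG00000023034) is a protein-coding gene on the plus strand of chromosome 15, from 101097277 to 101105223. In the NAc at 1 day its level was 29 ± 7.29 CPM (SD, n = 6) after saline and 39.9 ± 5.78 CPM (SD, n = 6) after cocaine, a log2 fold change of 0.46 (standard error 0.148). The unadjusted p was 0.00747 in edgeR, and the adjusted p was 0.99, with a range of 0.426 to 1 over the alternatives that keep every library. All 6 cocaine libraries lay above the saline mean, and 3 of them above all saline libraries (two-sided exact permutation test, p = 0.0238, or 0.0571 after adjustment for the 12 such tests of Nr4a1, Cbl, Per2 and Cartpt). The paper chose these genes on the same libraries, so such p-values are not independent evidence. With 1 library left out in turn the log2 fold change stayed between 0.40 and 0.56. The paper's Supplementary Data 1 gives Nr4a1 a log2 fold change of 0.46, with 6 combinations calling it and a median q of 0.11.

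At 28 days the level was 68.7 ± 27.9 CPM (SD, n = 6) after saline and 75 ± 33.8 CPM (SD, n = 6) after cocaine, a log2 fold change of 0.13 (standard error 0.302, adjusted p = 0.96, edgeR). Without cocaine library 6 it was -0.09. With this standard error, a change of the size found at 1 day would not have stood out at 28 days. The difference between the effects at the 2 time points, tested as an interaction term over all 24 NAc libraries, was 0.32 on the log2 scale (standard error 0.369, unadjusted p = 0.396, edgeR), so the effects were not shown to differ.

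**Figure D1:**
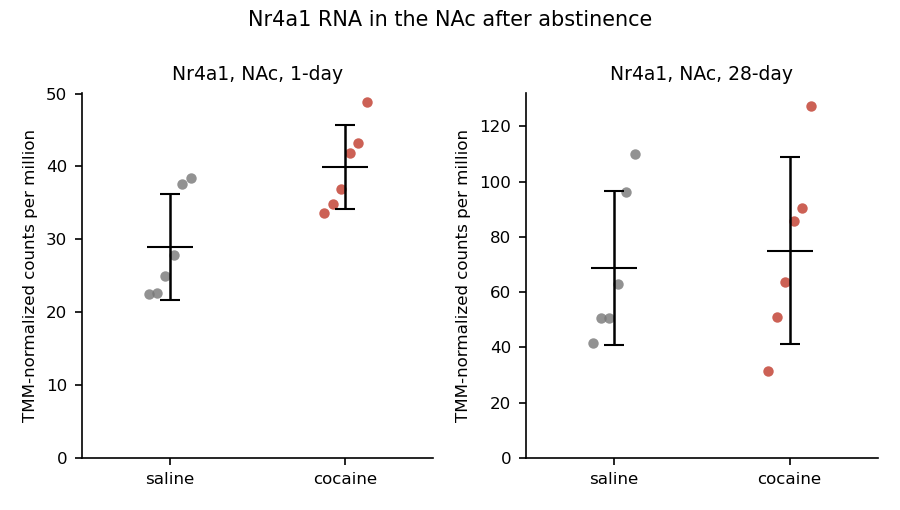
Nr4a1 RNA in the NAc at 1 day (left) and 28 days (right) of abstinence, in TMM-normalized CPM, with 1 point per library of the saline and cocaine groups and bars for the mean ± SD. At 1 day the cocaine libraries lie between 33.7 and 48.8 and the saline libraries between 22.4 and 38.5, while at 28 days both groups spread widely, from 31.6 to 127.4 after cocaine and from 41.7 to 110.1 after saline.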

RNA-seq measured activation of *Nr4a1* at 1-day but not 28-days of abstinence (Fig. 1f). 

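Besides Nr4a1, the paper followed DEGs of the NAc at 1 day by qPCR, and Supplementary Fig. 4A shows Fmo2, Ccdc141, Mertk, Raver2 and Kirrel2. In the NAc libraries at 1 day, all 5 genes were higher after cocaine, with all 6 cocaine libraries above the saline mean for each gene. Mertk (ENSMUSG00000014361, chromosome 2, 128524692 to 128628630), a receptor tyrosine kinase, rose from 51.6 ± 4.89 CPM (SD, n = 6) after saline to 68.7 ± 4.47 CPM (SD, n = 6) after cocaine. Its log2 fold change was 0.41 (standard error 0.0691, adjusted p = 0.17, edgeR with Benjamini-Hochberg adjustment). Fmo2 (ENSMUSG00000040170, chromosome 1, 164804448 to 164828857), a monooxygenase, rose from 4.2 ± 1.03 to 7.55 ± 1.99 CPM, by 0.85 on the log2 scale (standard error 0.192, adjusted p = 0.531, edgeR). The log2 fold changes of the other genes were 0.50 for Kirrel2, 0.32 for Ccdc141 and 0.33 for Raver2, with adjusted p-values of 0.279, 0.279 and 0.474 (edgeR). Except for Fmo2, with 5 of its cocaine libraries above all saline libraries, the groups of these genes did not overlap (two-sided exact permutation tests, p = 0.00216, or 0.00518 after adjustment for the 12 tests of the genes of Supplementary Fig. 4, which the paper chose on these libraries). For all 5 genes DESeq2 gave an adjusted p under 0.05, from 0.000102 for Mertk to 0.0161 for Fmo2. Over the other alternatives that keep every library, the adjusted p of these genes rose to values from 0.808 for Mertk to 0.896 for Raver2. Some of the 5 genes also rose outside the NAc. In the VTA at 1 day Kirrel2 was a DEG, with a log2 fold change of 1.16 (standard error 0.167, adjusted p = 0.0301, limma). Fmo2 was higher there by 1.29 (standard error 0.334, adjusted p = 0.128, limma). The log2 fold changes of Mertk, Ccdc141 and Raver2 there were 0.31, 0.22 and 0.02, with adjusted p-values of 0.195, 0.237 and 0.965 (limma).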

*Nr4a1* activation and several other DEGs were validated via qPCR in a separate cohort of animals that underwent the SA paradigm (Fig. 1g; Supplementary Figs. 3A–D, 4A–D; Supplementary Table 1). *Nr4a1* is activated in brain as an adaptive response to hyperexcitation, and functions as a transcription factor to regulate target genes necessary for synaptic reorganization^12,13,28^. 

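Outside the NAc, the level of Nr4a1 differed between the groups by less than the larger of their SDs in every comparison. In the VTA at 1 day it was 2.91 ± 0.549 RPKM (SD, n = 6) after saline and 3.9 ± 1.55 RPKM (SD, n = 6) after cocaine, a log2 fold change of 0.34 (standard error 0.225, adjusted p = 0.503, limma with Benjamini-Hochberg adjustment). At 28 days it was 14.9 ± 4.03 CPM (SD, n = 5) after saline and 14 ± 3.21 CPM (SD, n = 6) after cocaine, a log2 fold change of -0.09 (standard error 0.202, adjusted p = 0.865, edgeR). In the PFC the log2 fold change was 0.23 at 1 day (standard error 0.151, adjusted p = 0.918, limma), with 16.5 ± 3.51 RPKM (SD, n = 6) after saline and 19.2 ± 3.64 RPKM (SD, n = 6) after cocaine. All 6 cocaine libraries lay above the saline mean there, as in the NAc at 1 day, and 2 of them above all saline libraries. At 28 days the log2 fold change in the PFC was 0.20 (standard error 0.262, adjusted p = 0.921, edgeR), with 83.3 ± 26.5 CPM (SD, n = 6) and 95.7 ± 41.3 CPM (SD, n = 6). Two-sided exact permutation tests gave p-values of 0.223 and 0.76 in the VTA and 0.199 and 0.652 in the PFC at 1 and 28 days. The direction in the VTA at 28 days turned with saline library 4 left out, to 0.07. The log2 fold change in the PFC at 28 days fell to 0.004 without cocaine library 6. Its highest value with 1 library left out was 0.352. The tables of the regions were normalized separately, and the effect in the NAc was not tested against those in the VTA and PFC.

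**Figure D2:**
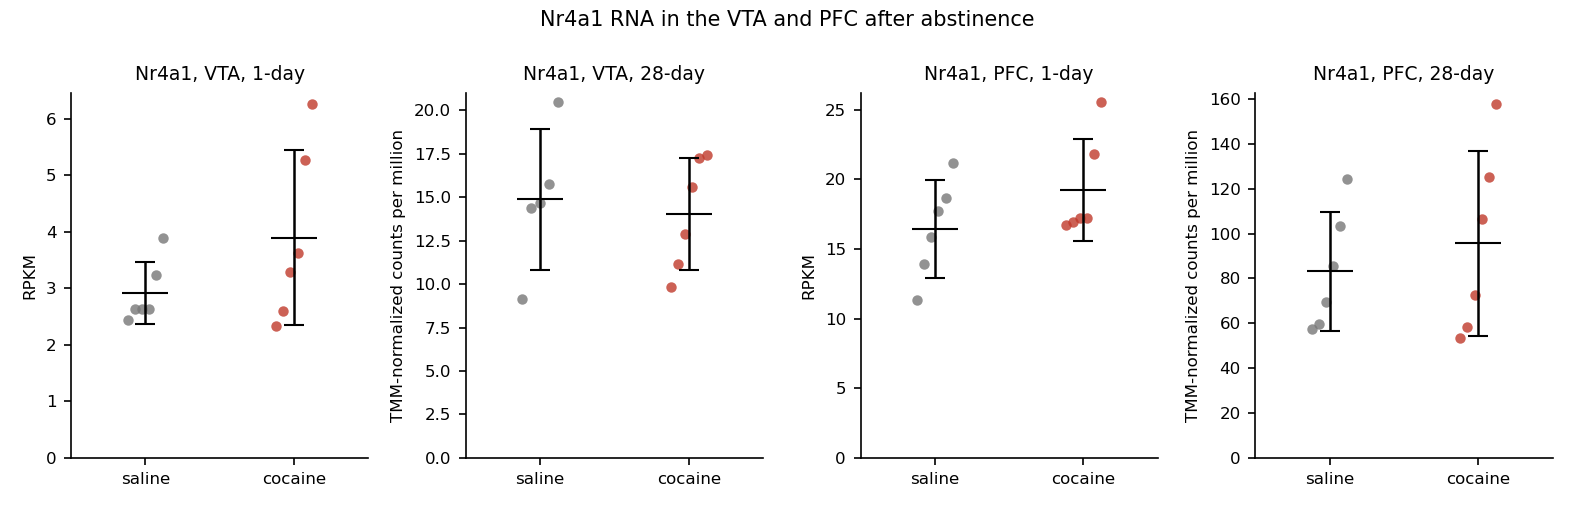
Nr4a1 RNA in the VTA and PFC at 1 and 28 days of abstinence, in RPKM at 1 day and in TMM-normalized CPM at 28 days, with 1 point per library and bars for the mean ± SD. In each panel the cocaine and saline libraries overlap, in the VTA at 1 day between 2.33 and 6.27 RPKM after cocaine and between 2.45 and 3.89 RPKM after saline.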

We found no significant differences in the activation of *Nr4a1* in the VTA or PFC at either 1-day or 28-days of abstinence, suggesting a NAc-specific mechanism of *Nr4a1*-dependent transcription across abstinence.

**Fig. 1:**
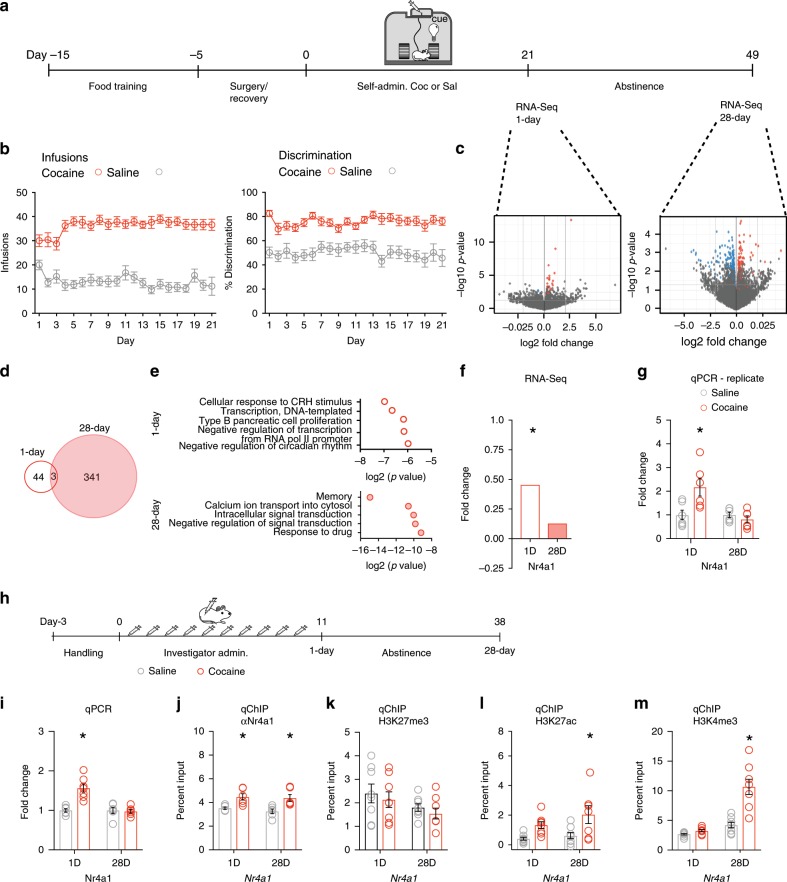
Cocaine regulated activation of *Nr4a1* and promoter function. **a** Timeline of cocaine self-administration (SA) (0.7 mg/kg/inf, 21 days) and abstinence (1-day and 28-days). **b** Cocaine SA mice responded significantly higher than saline self-administering mice (left, *n* = 24 mice/group, two-way repeated measures ANOVA) and discriminated between active and inactive wheels, while saline mice responded equally (right, *n* = 24 mice/group, two-way repeated measures ANOVA) during 21-days of self-administration. *P < 0.05. **c** Volcano plot showing differentially expressed genes (DEGs), significantly downregulated (Blue) and upregulated (Red); *q*-value < 0.01 **d** Comparison of DEGs at 1-day and 28-days of abstinence. **e** Gene ontology (GO) analysis of DEGs at 1-day (Top) and 28-days (Bottom) of abstinence. *P* < 0.05. **f** *Nr4a1* activation at 1-day of abstinence following cocaine SA measured by RNA-seq log2 fold change, *q*-value < 0.01. **g** *Nr4a1* expression measured by qPCR in a biological replicate (*n* = 6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, *P* = 0.0097). *P < 0.05. **h** Timeline of repeated investigator-administered (IA) cocaine (20 mg/kg; i.p.) and abstinence (1-day and 28-days). **i** Cocaine activated Nr4a1 at 1-day (*P* = 0.0001) but not 28-days of abstinence (*P* = 0.9967), relative to saline controls (*n* = 6-7 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test). *P < 0.05. **j** Cocaine enriched Nr4a1 at the *Nr4a1* promoter at 1-day (*P* = 0.0343) and 28-days (*P* = 0.0101) of abstinence, normalized to input, relative to saline controls (*n* = 6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test). *P < 0.05. **k** Cocaine had no effect on H3K27me3 enrichment at either 1-day or 28-days of abstinence, normalized to input, relative to saline controls (*n* = 8 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test *P* = 0.0527) *P < 0.05. **l** Cocaine enriched H3K27ac at the *Nr4a1* promoter at 28-days (*P* = 0.0096), but not 1-day (*P* = 0.0916) of abstinence, normalized to input, relative to saline controls (*n* = 7–8 mice/group, two-way ANOVA, followed by Bonferroni’s multiple comparisons test). *P < 0.05. **m** Cocaine enriched H3K4me3 at the *Nr4a1* promoter at 28-days (*P* < 0.0001) but not 1-day (*P* = 0.9363) of abstinence, normalized to input, relative to saline controls (*n* = 8 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test). *P < 0.05. All error bars represent mean +/− s.e.m. Source data and statistics provided as a Source Data file.

To interrogate the mechanism of *Nr4a1* gene activation, we measured the enrichment of Nr4a1 protein and the hPTMs, histone H3 lysine 27 trimethylation (H3K27me3) and acetylation (H3K27ac), and histone H3 lysine 4 trimethylation (H3K4me3) at the *Nr4a1* promoter following repeated, investigator-administered cocaine (Fig. 1h). The technical ease and reduced variability of this treatment paradigm relative to cocaine SA allowed us to profile transcription factor binding and multiple epigenetic modifications at several loci. We first validated Nr4a1-binding to the promoters of cocaine-activated genes in the NAc by quantitative chromatin immunoprecipitation (qChIP) using an Nr4a1 specific antibody (Supplementary Fig. 5A; Supplementary Table 2). As in cocaine SA, repeated investigator administered cocaine activated *Nr4a1* at 1-day (Fig. 1i) and increased the enrichment of Nr4a1 at the *Nr4a1* promoter (Fig. 1j) in the NAc at 1-day and 28-days of abstinence. We found no differences in the repressive modification, H3K27me3 (Fig. 1k), and enrichment of the activating hPTMs, H3K27ac (Fig. 1l) and H3K4me3 (Fig. 1m) between cocaine and saline after 28-days of abstinence. Taken together, these findings indicated that cocaine induced transient activation of *Nr4a1* and persistent changes in chromatin state at the *Nr4a1* promoter.

### Cocaine regulated Nr4a1 target genes via hPTMs

To determine the mechanism of action of *Nr4a1* across abstinence, we measured expression of known Nr4a1 target genes that were regulated by cocaine abstinence and are relevant in the neuroadaptive processes underlying drug-associated behavior. Specifically, we found that Nr4a1 bound to the promoter region of (1) casitas B-lineage lymphoma (*Cbl*), an E-3 ubiquitin-ligase that regulates Nr4a1 expression via targeting to the proteasome^29^ (2) period circadian regulator 2 (*Per2*), which is activated by cocaine in the striatum and negatively regulates cocaine sensitization and conditioned place preference (CPP)^30^, and (3) *Cartpt*, which is increased in the NAc of both humans and mice during abstinence from cocaine^10,31,32^ (Supplementary Fig. 5A). 

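Cbl (ENSMUSG00000034342, chromosome 9, 43957345 to 44042129) and Per2 (ENSMUSG00000055866, chromosome 1, 93312561 to 93355907) are protein-coding genes on the minus strand. In the NAc at 1 day Cbl rose from 57.1 ± 2.22 CPM (SD, n = 6) after saline to 66.2 ± 3.42 CPM (SD, n = 6) after cocaine, a log2 fold change of 0.21 (standard error 0.0501, adjusted p = 0.617, edgeR with Benjamini-Hochberg adjustment). Per2 rose from 40.9 ± 4.13 to 58.1 ± 8.25 CPM, by 0.51 on the log2 scale (standard error 0.095, adjusted p = 0.279, edgeR). For both genes all 6 cocaine libraries were above all 6 saline libraries (two-sided exact permutation tests, p = 0.013 after adjustment for the 12 tests of the genes named at Fig. 1f and Fig. 2a). With DESeq2 both were DEGs, with adjusted p-values of 0.0246 for Cbl and 0.00236 for Per2, while over all alternatives that keep every library these ran from 0.0246 to 0.983 and from 0.00236 to 0.868. The paper chose both genes on these libraries, so such p-values are not independent evidence. In the VTA at 1 day Per2 was higher by 0.59 on the log2 scale (standard error 0.177, adjusted p = 0.177, limma). The log2 fold change of Cbl there was 0.05 (standard error 0.0827).

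At 28 days Cbl was at 41.9 ± 6.84 CPM (SD, n = 6) after saline and 45.5 ± 5.67 CPM (SD, n = 6) after cocaine, a log2 fold change of 0.12 (standard error 0.108, adjusted p = 0.875, edgeR). Per2 fell from 59.1 ± 8.05 to 48.2 ± 3.3 CPM, with a log2 fold change of -0.29 (standard error 0.086, adjusted p = 0.592, edgeR), and all 6 cocaine libraries lay below the saline mean (two-sided exact permutation test, p = 0.039 after the same adjustment). Saline library 1 was far below the other saline libraries, and without it the log2 fold change was -0.37 (adjusted p = 0.033, edgeR), where the adjusted p ran from 0.033 to 0.999 with 1 library left out in turn. Over the alternatives that keep every library it ran from 0.213 to 0.767. Tested as an interaction over the 24 NAc libraries, the effects on Per2 at 1 and 28 days differed by 0.79 on the log2 scale (standard error 0.138, adjusted p = 0.0381 over 16612 genes, edgeR). Those on Cbl differed by 0.08 (standard error 0.128, unadjusted p = 0.516, edgeR), within their error.

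**Figure D3:**
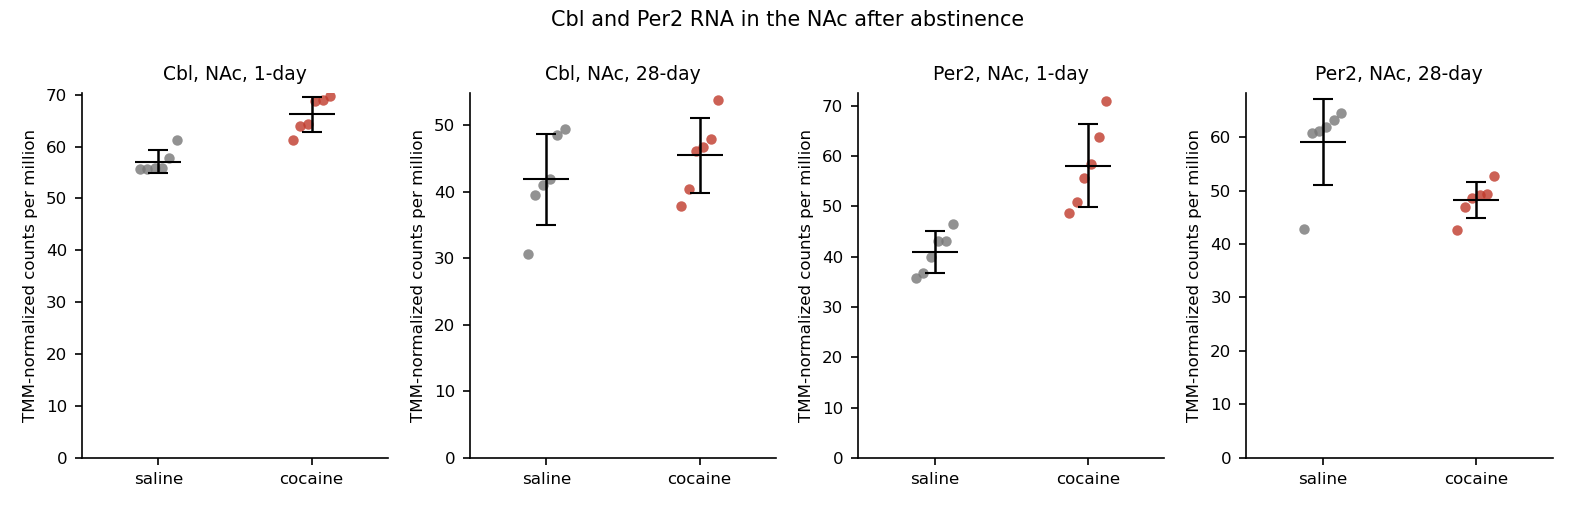
Cbl and Per2 RNA in the NAc at 1 and 28 days of abstinence, in TMM-normalized CPM, with 1 point per library and bars for the mean ± SD. The cocaine libraries of Per2 lie between 48.7 and 70.9 at 1 day, above the saline libraries, and between 42.7 and 52.7 at 28 days, where the lowest saline library is at 42.9 and the highest at 64.5.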

With respect to cocaine-activation of these Nr4a1 target genes, RNA-seq measured transient activation of *Cbl* at 1-day of abstinence and no significant difference at 28-days of abstinence (Fig. 2a), while *Per2* was activated at 1-day and repressed at 28-days of abstinence (Fig. 2a). *Cartpt* was activated only at 28-days of abstinence (Fig. 2a). These expression patterns were validated in a distinct cohort of mice via qPCR (Fig. 2b).

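Cartpt (ENSMUSG00000021647, chromosome 13, 100668439 to 100670638), which encodes the neuropeptide precursor CART, was at 22.5 ± 6.11 CPM (SD, n = 6) after saline and 23 ± 5.52 CPM (SD, n = 6) after cocaine in the NAc at 1 day. Its log2 fold change of 0.04 was within its standard error of 0.19, and leaving out 1 library in turn moved it between -0.09 and 0.13. At 28 days it rose from 19.6 ± 6.82 CPM (SD, n = 6) to 32.5 ± 5.75 CPM (SD, n = 6), a log2 fold change of 0.73 (standard error 0.188, adjusted p = 0.592, edgeR with Benjamini-Hochberg adjustment). All 6 cocaine libraries were above the saline mean and 4 of them above all saline libraries (two-sided exact permutation test, p = 0.0108, or 0.039 after adjustment for the 12 tests of the genes named at Fig. 1f and Fig. 2a). With DESeq2 it was a DEG at 28 days (adjusted p = 0.0494, with a range of 0.0494 to 0.704 over the alternatives). The interaction of treatment and time point was -0.71 on the log2 scale (standard error 0.286, edgeR). The p of this interaction was 0.0198 unadjusted, 0.0396 adjusted over the list alone of 4 genes, and 0.928 adjusted over all genes tested. The paper chose the genes of this list on the same libraries, so the p-values adjusted over the list or over the 12 tests are not independent evidence.

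**Figure D4:**
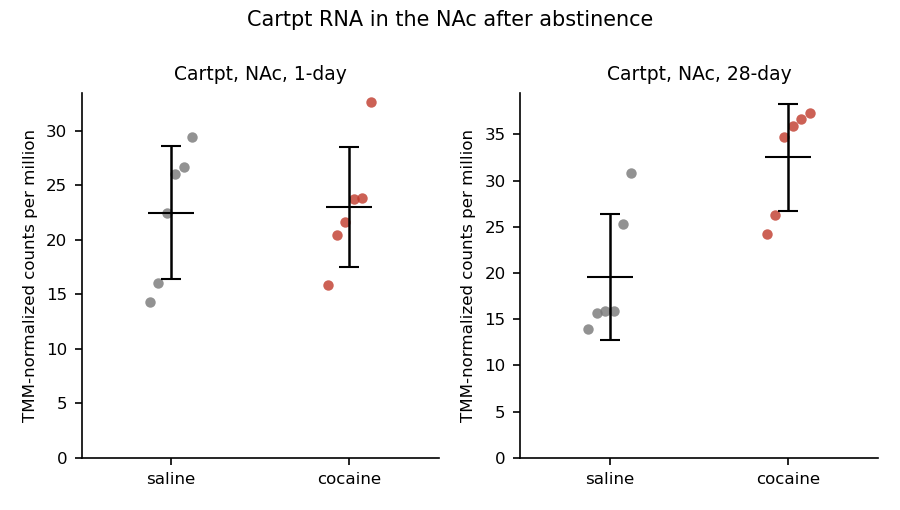
Cartpt RNA in the NAc at 1 day (left) and 28 days (right) of abstinence, in TMM-normalized CPM, with 1 point per library and bars for the mean ± SD. At 28 days the cocaine libraries lie between 24.2 and 37.4 and the saline libraries between 13.9 and 30.8.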

**Fig. 2:**
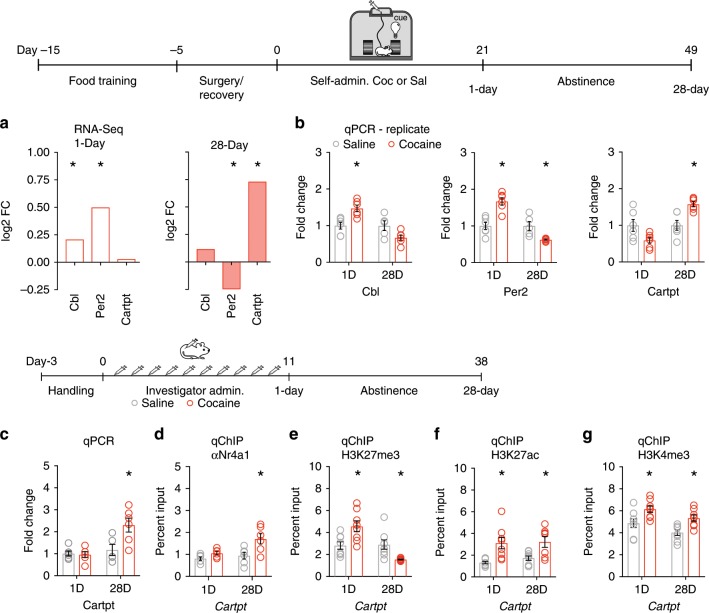
Cocaine regulated *Nr4a1* target genes and promoter function. **a** RNA-seq measures activation of *Cbl* and *Per2* following cocaine SA at 1-day of abstinence and *Cartpt* activation and *Per2* repression at 28-days, log2 fold change normalized to saline controls, *q*-value < 0.001. **b** qPCR following cocaine SA, in a biological replicate, identifies activation of *Cbl* (*n* = 5–6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 1-day *P* = 0.0099) and *Per2* (*n* = 5–6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 1-day *P* = 0.0002) at 1-day of abstinence, no change in *Cbl* (*P* = 0.1197) and repression of *Per2* (*P* = 0.046) at 28-days of abstinence, and *Cartpt* activation at 28-days (*n* = 6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 28-days *P* = 0.0112) of abstinence but not at 1-day (*P* = 0.0934) of abstinence. *P < 0.05. **c** qPCR following repeated cocaine identifies *Cartpt* activation at 28-days (*n* = 6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 28-days *P* = 0.0095 of abstinence but not at 1-day *P* = 0.9987) of abstinence relative to saline controls. *P < 0.05. **d** Cocaine enriched Nr4a1 at the *Cartpt* promoter at 28-days (*n* = 6 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 28-days *P* = 0.0089) but not at 1-day of abstinence (*P* = 0.6515), normalized to input, relative to saline controls. *P < 0.05. **e** Cocaine enriched H3K27me3 at the *Cartpt* promoter at 1-day (*n* = 8 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 1-day *P* = 0.0112) of abstinence and depleted H3K27me3 from the *Cartpt* promoter at 28-days (*P* = 0.0381) of abstinence, normalized to input, relative to saline controls. *P < 0.05. **f** Cocaine enriched H3K27ac at the *Cartpt* promoter 1-day and 28-days of abstinence (*n* = 7–8 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 1-day *P* = 0.0097, 28-days *P* = 0.0461), normalized to input, relative to saline controls. *P < 0.05. **g** Cocaine enriched H3K4me3 at the *Cartpt* promoter at 1-day and 28-days of abstinence (*n* = 7–8 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test, 1-day *P* = 0.0367, 28-days *P* = 0.0297), normalized to input, relative to saline controls. *P < 0.05. All error bars represent mean +/− s.e.m. Source data and statistics provided as a Source Data file.

We hypothesized that Nr4a1 enrichment facilitates the recruitment of histone modifying enzymes at target genes to regulate long-lasting changes in transcription^15,33^. To test this, we measured the enrichment of Nr4a1 at *Cartpt*, a gene with delayed activation after 28-days of abstinence. Similar to cocaine SA, repeated investigator administered cocaine activated *Cartpt* specifically at 28-days, but not 1-day, of abstinence (Fig. 2c). Nr4a1 was enriched at *Cartpt* at 28-days of abstinence (Fig. 2d). To investigate the regulatory mechanism for delayed activation of *Cartpt*, we measured hPTMs at the promoter region. At 1-day of abstinence, at which point *Cartpt* is repressed, we measured enrichment of the repressive hPTM, H3K27me3 (Fig. 2e), as well as enrichment of the activating hPTMs, H3K27ac (Fig. 2f) and H3K4me3 (Fig. 2g). *Cartpt* was activated only at late abstinence (28-days), along with H3K27me3 depletion (Fig. 2e) and H3K27ac enrichment (Fig. 2f); H3K4me3 was also enriched at *Cartpt* at this time point (Fig. 2g). This finding suggested abstinence-induced activation of *Cartpt* was associated with sustained Nr4a1 enrichment and depletion of the repressive hPTM, H3K27me3. Therefore, Nr4a1 may act as a master regulator of delayed cocaine-mediated gene activation via sustained binding at target genes.

### CRISPR regulation of *Nr4a1* and target genes

We next applied CRISPR-activation to determine the causal relevance of *Nr4a1* to homeostatic target gene expression during cocaine abstinence. This system consists of 2 components: (1) a catalytically dead Cas9 protein fused to a VP64 transcriptional activation domain (dCas9-VP64), driven by a neuron specific promoter and (2) a single-guide RNA (sgRNA) targeting the *Nr4a1* promoter (Supplementary Table 3). dCas9-VP64 moderately activated gene expression which is advantageous in obtaining physiologically relevant levels of *Nr4a1* activation^34^. For control experiments, dCas9-VP64 was paired with a control, non-targeting sgRNA (sgRNA-NT) with no homology to the mouse genome (Fig. 3a). We first used Neuro2a (N2a) cells to screen a library of sgRNAs that targeted the *Nr4a1* promoter at various locations upstream (−366, −231, −36 bps) or downstream (+82, +200 bps) of the transcription start site (TSS) (Fig. 3b). *Nr4a1*-sgRNA-366 and *Nr4a1*-sgRNA-231 both activated Nr4a1 mRNA expression, relative to control sgRNA-NT (Fig. 3b). We also measured activation of *Cartpt*, as it is associated with Nr4a1 binding during cocaine abstinence (Fig. 3c). To repress *Nr4a1* we utilized dCas9 fused to KRAB, a transcriptional repressor previously validated in vivo^35^. In N2a cells, co-transfection of *Nr4a1* sgRNAs with dCas9-KRAB did not change Nr4a1 expression (Fig. 3b).

**Fig. 3:**
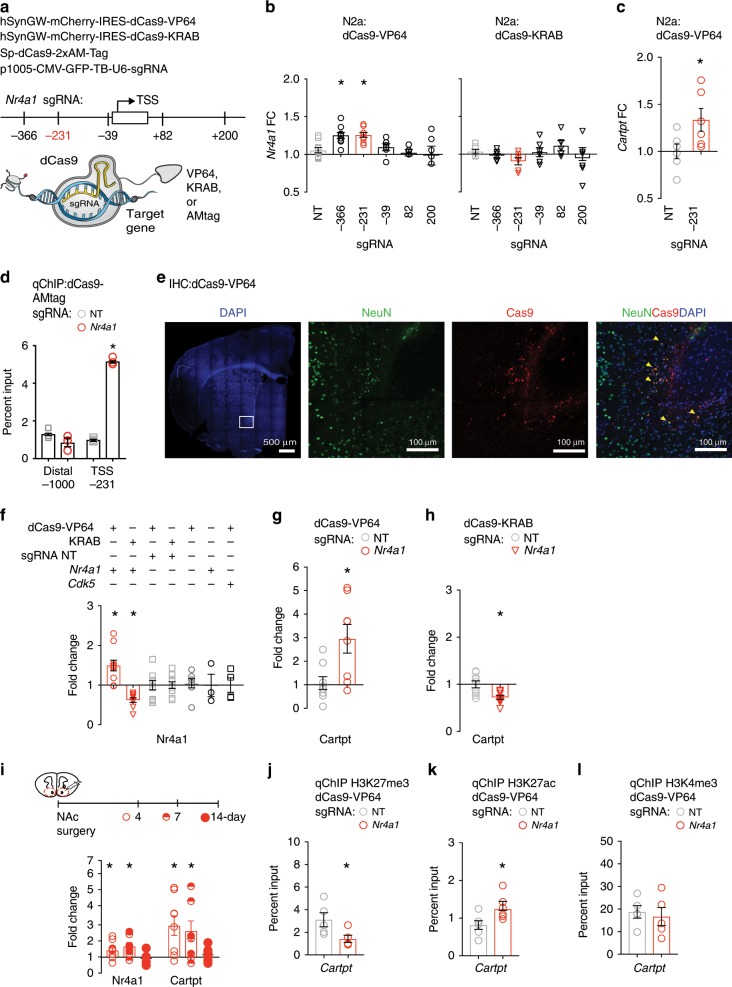
CRISPR regulation of *Nr4a1* and target genes in vitro and in vivo. **a** Neuronal expression of dCas9 via synapsin promoter (hSyn). Schematic of five sgRNAs relative to the transcription start site (TSS). **b** sgRNA-231 and dCas9-VP64 activated *Nr4a1* in N2a cells (*n* = 6–11 mice/group, one-way ANOVA, followed by Bonferroni’s multiple comparisons test, NT vs. −231 *P* = 0.0123, NT vs. −366 *P* = 0.0148), normalized to GAPDH, and sgRNA-NT. *P < 0.05. **c** sgRNA-231 and dCas9-VP64 activated *Cartpt* in N2a cells (unpaired two-tailed *t*-test, *P* = 0.0411) normalized to GAPDH, and sgRNA-NT. *P < 0.05. **d** dCas9 and sgRNA-231 bind specifically at the Nr4a1 promoter (*n* = 3 mice/group, two-way ANOVA, followed by Tukey’s multiple comparisons test *P* < 0.0001), but not at distal site (*P* = 0.2338) normalized to input, relative to sgRNA-NT. *P < 0.05. **e** dCas9-VP64 colocalizes with NeuN+ cells in the NAc. Yellow arrow heads indicate NeuN+/dCas9-VP64+ cells. DAPI = Blue, dCas9 = Red, Neu*n* = Green, Anterior Commissure (AC). **f** sgRNA-*Nr4a1*/dCas9-VP64 activated and sgRNA-*Nr4a1*/dCas9-KRAB repressed *Nr4a1* in vivo (*n* = 4–11 mice/group, one-way ANOVA, followed by Bonferroni’s multiple comparisons test, sgRNA-NT/dCas9-VP64 vs. sgRNA-*Nr4a1*/dCas9-VP64 *P* = 0.0039, sgRNA-NT/dCas9-KRAB vs. sgRNA-*Nr4a1*/dCas9-KRAB *P* = 0.0483), normalized to GAPDH, and sgRNA-NT. *P < 0.05. **g** sgRNA-*Nr4a1*/dCas9-VP64 activated *Cartpt* in vivo (*n* = 8, unpaired two-tailed *t* test, *P* = 0.0138), normalized to GAPDH, and sgRNA-NT. *P < 0.05. **h** sgRNA-*Nr4a1*/dCas9-KRAB repressed *Cartpt* in vivo (*n* = 9–10, unpaired two-tailed *t*-test, *P* = 0.0033), normalized to GAPDH, and sgRNA-NT. *P < 0.05. **i** dCas9-VP64 and sgRNA-*Nr4a1* activated *Nr4a1* and *Cartpt* at 4-days and 7-days but not at 14-days (*Nr4a1*: *n* = 7–10 mice/group, two-way ANOVA, followed by Bonferroni’s multiple comparisons test, 1-day *P* = 0.0225, 4-days *P* = 0.0318, 14-days *P* > 0.9999; *Cartpt: n* = 7–10 mice/group, two-way ANOVA, followed by Bonferroni’s multiple comparisons test, 1-day *P* = 0.0094, 4-days *P* = 0.0359, 14-days *P* > 0.9999), normalized to GAPDH, relative to sgRNA-NT. *P < 0.05. **j** dCas9-VP64 and sgRNA-*Nr4a1* depleted H3K27me3 at the *Cartpt* promoter (*n* = 5, unpaired two-tailed *t*-test*, P* = 0.0421), normalized to input, relative to saline controls. *P < 0.05. **k** dCas9-VP64 and sgRNA-*Nr4a1* enriched H3K27ac at the *Cartpt* promoter (*n* = 6, unpaired two-tailed *t*-test*, P* = 0.0280), normalized to input, relative to saline controls. *P < 0.05. **l** dCas9-VP64 and sgRNA-*Nr4a1* caused no significant change in H3K4me3 at the *Cartpt* promoter (*n* = 5, unpaired two-tailed *t-*test*, P* = 0.6851), normalized to input, relative to saline controls. *P < 0.05. All error bars represent mean +/− s.e.m. Source data and statistics provided as a Source Data file.

To examine potential off-target effects, we performed engineered DNA-binding molecule ChIP (enChIP), which allows qChIP with an antibody that recognizes dCas9 fused to a synthetic affinity tag (AMtag)^36^. When co-transfected with sgRNA-231, dCas9-AMtag was enriched above input only at the sgRNA*-Nr4a1* target region and not at a distal site -1000 bps from the *Nr4a1* TSS (Fig. 3d). There was no enrichment above input when dCas9-AMtag was transfected with sgRNA-NT (Fig. 3d).

We next examined the feasibility of CRISPR-mediated *Nr4a1* activation and repression in vivo, by co-transfection of sgRNA*-Nr4a1* (sgRNA-231) and dCas9-VP64 or dCas9-KRAB in the NAc. In our stereotaxic transfections, expression is primarily in the core sub region of the NAc, with small amounts of expression in shell. In all cases, *sgRNA-Nr4a1* and sgRNA-NT were injected contralaterally, to accomplish rigorous, within-animal comparisons. We first confirmed neural specificity of dCas9-VP64, conferred by the synapsin (hSyn) promoter, via double immunohistochemical analysis using anti-Cas9 and anti-NeuN antibodies. We found that dCas9-VP64 colocalizes exclusively with NeuN positive neurons in the NAc, 24 h post-transfection (Fig. 3e; Supplementary Fig. 6A). By qPCR, co-transfection of sgRNA*-Nr4a1* and dCas9-VP64 activated *Nr4a1*, relative to sgRNA-NT (Fig. 3f). Co-transfection of sgRNA*-Nr4a1* with dCas9-KRAB repressed *Nr4a1* (Fig. 3f). We performed several control experiments to evaluate specificity of this bidirectional effect on mRNA expression. We found that dCas9-VP64 nor dCas9-KRAB in combination with sgRNA-NT, or dCAs9-VP64 nor sgRNA alone or *Cdk5-*sgRNA (an unrelated gene), were sufficient to regulate activation of *Nr4a1* (Fig. 3f). We next determined the expression of Nr4a1 target genes and found that sgRNA*-Nr4a1* co-transfected with dCas9-VP64 or dCas9-KRAB caused activation or repression, respectively, of *Cartpt*, relative to sgRNA-NT (Fig. 3g, h). We determined the time course of CRISPR-mediated *Nr4a1* activation and found activation of *Nr4a1* and *Cartpt* at 4-days and 7-days, but not 14-days post transfection (Fig. 3i). Finally, as in cocaine SA, CRISPR-mediated activation of *Nr4a1* depleted H3K27me3 (Fig. 3j) and enriched H3K27ac (Fig. 3k). There were no significant changes in H3K4me3 (Fig. 3l). We conclude *Nr4a1* activation coordinates the depletion of H3K27me3 and enrichment of H3K27ac to facilitate *Cartpt* activation.

### Nr4a1 bidirectionally modulated cocaine behavior

Having established the role of *Nr4a1* in mediating gene transcription and hPTMs at cocaine-induced target genes, we next determined the effect of CRISPR-mediated *Nr4a1* regulation on cocaine-induced behavior and gene expression. These effects can be evaluated in mouse place conditioning paradigms or self-administration. Because the time course of conditioned place preference (CPP) matched more precisely that of CRISPR-mediated *Nr4a1* activation, we first examined the effects in this paradigm. Most drugs that are self-administered also produce CPP suggesting there may be similar molecular substrates underlying drug-memories and drug-seeking^37^. As shown schematically, bilateral NAc of each subject was co-transfected with dCas9-VP64 and sgRNA-*Nr4a1* or -NT (control) before CPP was performed; the effect of *Nr4a1* repression by dCas9-KRAB was examined in a separate cohort (Fig. 4a).

**Fig. 4:**
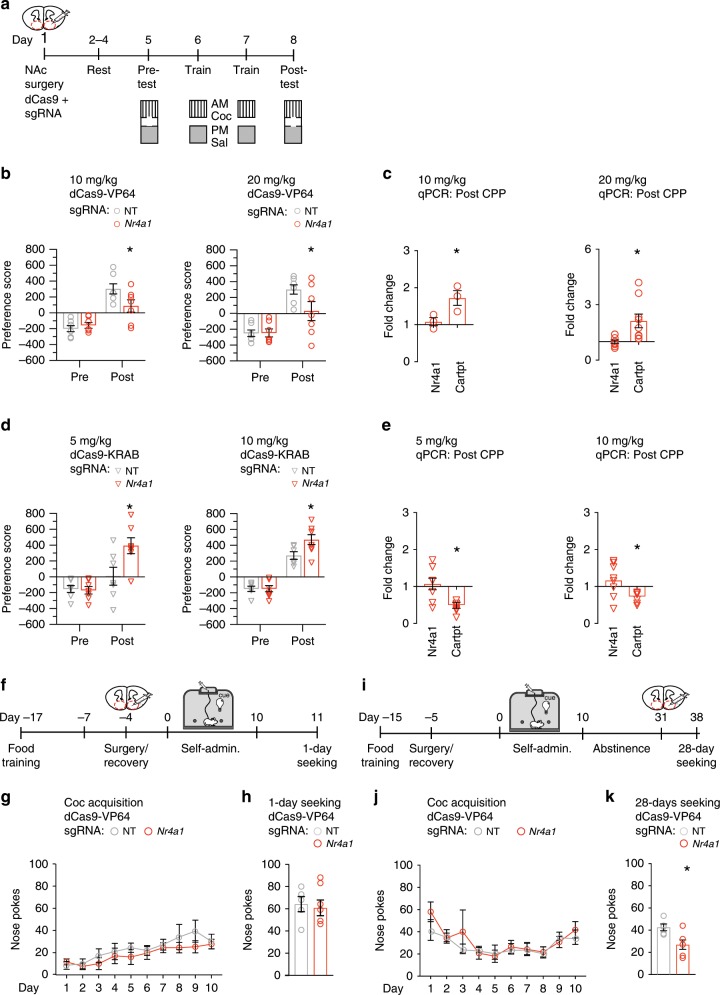
CRISPR-mediated Nr4a1 regulation bidirectionally modulates cocaine behavior. **a** Schematic of the cocaine conditioned place preference (CPP) paradigm and transfection time course. **b** dCas9-VP64 and sgRNA*-Nr4a1* attenuated CPP at two doses of cocaine (10 mg/kg, *n* = 7 mice/group, two-way repeated measures ANOVA, followed by Bonferroni’s multiple comparison test, sgRNA-*Nr4a1* vs. *-*NT Pretest *P* > 0.9999, post-test *P* = 0.0258; 20 mg/kg, *n* = 7 mice/group, two-way repeated measures, followed by Bonferroni’s multiple comparison test, sgRNA-*Nr4a1* vs. *-*NT pretest *P* > 0.9990, post-test *P* = 0.0326), relative to sgRNA-NT. *P < 0.05. **c** dCas9-VP64 and sgRNA-*Nr4a1* activated *Cartpt* following cocaine CPP (10 mg/kg: *n* = 3, unpaired two-tailed *t*-test, *Nr4a1 P* = 0.606, *Cartpt P* = 0.048; 20 mg/kg: *n* = 7, unpaired two-tailed *t*-test, *Nr4a1 P* = 0.8667, *Cartpt P* = 0.0112), normalized to GAPDH, and sgRNA-NT. *P < 0.05. **d** dCas9-KRAB and sgRNA-*Nr4a1* enhanced CPP at two doses of cocaine (5 mg/kg: *n* = 7 mice/group, two-way repeated measures ANOVA, followed by Bonferroni’s multiple comparison test, sgRNA-*Nr4a1* vs. *-*NT pretest *P* > 0.9999, post-test *P* = 0.0057; 10 mg/kg: *n* = 6–8 mice/group, two-way repeated measures ANOVA, followed by Bonferroni’s multiple comparison test, sgRNA-NT pretest *P* > 0.9999, post-test *P* = 0.018), relative to sgRNA-NT. *P < 0.05. **e** dCas9-KRAB and sgRNA-*Nr4a1* attenuated *Cartpt* following cocaine CPP (5 mg/kg: *n* = 7, unpaired two-tailed *t*-test, *Nr4a1 P* = 0.724, *Cartpt P* < 0.0001; 10 mg/kg: *n* = 6–8, unpaired two-tailed *t*-test, *Nr4a1 P* = 0.4673, *Cartpt P* = 0.046), normalized to GAPDH, and sgRNA-NT. *P < 0.05. **f** Schematic of cocaine self-administration paradigm and transfection time course. **g** dCas9-VP64 and sgRNA*-Nr4a1* causes no significant changes in the acquisition of cocaine self-administration, (*n* = 5–6 mice/group, two-way repeated measures ANOVA), relative to sgRNA-NT. *P < 0.05. **h** dCas9-VP64 and sgRNA*-Nr4a1* causes no significant changes in cocaine-seeking at 1-day of abstinence (unpaired two-tailed *t*-test, *P* = 0.742), relative to sgRNA-NT. *P < 0.05. **i** Schematic of cocaine self-administration paradigm and transfection time course. **j** There were no significant changes in the acquisition of cocaine self-administration, prior to *Nr4a1* activation (*n* = 6 mice/group, two-way repeated measures ANOVA), relative to sgRNA-NT. *P < 0.05. **k** dCas9-VP64 and sgRNA-*Nr4a1* attenuated cue-induced seeking behavior at 28-days of abstinence (*n* = 6, unpaired two-tailed *t*-test, *P* = 0.009), relative to sgRNA-NT. *P < 0.05. All error bars represent mean +/− s.e.m. Source data and statistics provided as a Source Data file.

Prior to cocaine conditioning, both control mice and those with activated *Nr4a1* showed no differences in their preference for the saline-paired chamber (Fig. 4b). Following conditioning, both groups of mice spent more time in the cocaine-paired chamber, compared to the pre-test (Fig. 4b), indicating that activation of *Nr4a1* did not perturb the ability of mice to form a preference for cocaine. We found that cocaine preference was attenuated in mice following CRISPR activation of *Nr4a1*, compared to control mice. A separate cohort receiving a higher dose of cocaine showed a similar effect, that is, reduced cocaine CPP following *Nr4a1* activation (Fig. 4b). At both doses, this attenuation of CPP was accompanied by activation of *Cartpt* (Fig. 4c). Alternatively, CRISPR repression of *Nr4a1* increased preference for the cocaine-paired chamber in mice administered a low dose of cocaine at which control mice did not form cocaine CPP (Fig. 4d). At a dose to which control mice develop a preference, *Nr4a1* repression also increased cocaine CPP (Fig. 4d). Increased cocaine preference was associated with repression of *Cartpt* at both doses (Fig. 4e). To determine if deficits in baseline locomotor activity could account for these effects, total distance traveled was measured and no significant differences between groups were found (Supplementary Fig. 7A–D).

We next investigated the role of *Nr4a1* in acquisition of cocaine SA and cocaine-seeking behavior during abstinence (Fig. 4j–l). In cocaine-seeking, mice freely perform the operant tasks in the presence of cues, but no reinforcer is given for active responses. CRISPR activation of *Nr4a1* prior to cocaine SA had no effect on acquisition (Fig. 4g; Supplementary Fig. 8A–D) or cocaine-seeking at 1-day of abstinence (Fig. 4h; Supplementary Fig. 8E–G). Given the time course of homeostatic target gene activation following CRISPR activation of *Nr4a1*, we next activated *Nr4a1* during abstinence following cocaine SA, to coincide with a test of cocaine-seeking in late abstinence (Fig. 4i–k; Supplementary Fig. 9A–D). This manipulation attenuated cocaine-seeking at 28-days of abstinence (Fig. 4j; Supplementary Fig. 9E–G), at a time point when *Cartpt* is activated by cocaine SA (See Fig. 2a, b). In conclusion, *Nr4a1* activation is sufficient to mediate cocaine-dependent neuroadaptations associated with cocaine-induced behavior.

### Csn-B activated *Nr4a1* and attenuated cocaine behavior

Given our findings that *Nr4a1* activation attenuated cocaine CPP and cocaine-seeking following abstinence, we investigated the therapeutic potential of its pharmacological activation. Although an endogenous ligand for Nr4a1 has not been identified, the naturally occurring small molecule Cytosporone-B (Csn-B) induces activity and subsequent transcription of *Nr4a1* in vivo^38^. Indeed, both acute (6 h) and repeated (8 injections total/2× per day for 4 days; 1-day and 4-days post injection) systemic administration of Csn-B activated *Nr4a1* in the NAc (Fig. 5a, b). Furthermore, acute administration of Csn-B activated *Cartpt* but repeated administration had no effect on *Cartpt* activation at 1-day, but not 4-days following repeated Csn-B administration (Fig. 5c). Acute administration of Csn-B enriched H3K27me3 and H3K4me3, but not H3K27ac at the *Cartpt* promoter (Fig. 5d–f). There were no changes in the enrichment of H3K27me3, H3K4me3 or H3K27ac following repeated Csn-B administration (Fig. 5d–f). Finally, we performed cocaine CPP following repeated injections of Csn-B and found attenuated cocaine-preference (Fig. 5g, h), accompanied by increased *Nr4a1* and *Cartpt* activation, compared to DMSO-injected controls (Fig. 5i). As expected, an acute injection of Csn-B following conditioning also attenuated cocaine-preference and activated *Cartpt* (Fig. 5j–l). There was no difference in total distance traveled between groups, a measure a baseline locomotor activity (Supplementary Fig. 2E–H). Taken together, Csn-B administration was sufficient to activate *Nr4a1* in the NAc, enhance homeostatic gene expression via epigenetic mechanisms and attenuate cocaine CPP.

**Fig. 5:**
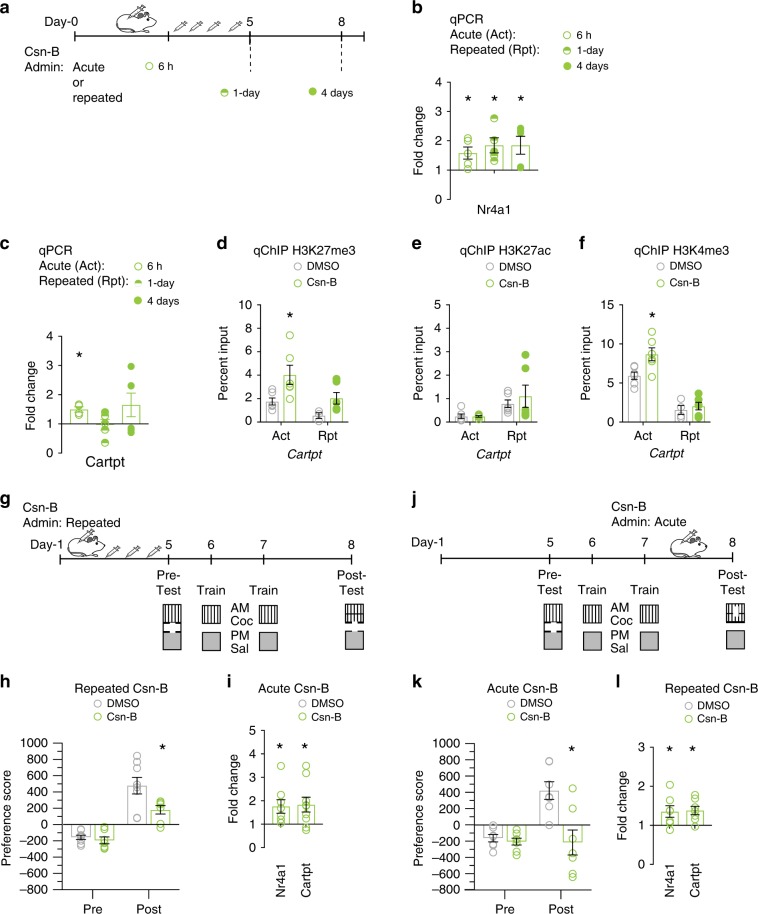
Csn-B activated *Nr4a1* and attenuated cocaine behavior. **a** Timeline of Csn-B administration (10 mg/kg) acute and repeated (2× daily, 4 days). **b** *Nr4a1* was activated after acute and repeated Csn-B treatment (*n* = 5 mice/group; two-way ANOVA, followed by Bonferroni’s multiple comparisons test, 6 h *P* = 0.028, 1-day *P* = 0.0174, 4-days *P* = 0.0168), normalized to GAPDH, relative to DMSO controls. *P < 0.05. **c** Csn-B administration activated *Cartpt* after acute but not following repeated Csn-B administration (two-way ANOVA, followed by Tukey’s multiple comparisons test, 6 h *P* = 0.0307, 1-day *P* > 0.9999; 4-day *P* = 0.0978), normalized to GAPDH, relative to DMSO controls. *P < 0.05. **d** Acute Csn-B administration enriched H3K27me3 at the *Cartpt* promoter (*n* = 6 mice/group; two-way ANOVA, followed by Tukey’s multiple comparisons test, 6 h *P* = 0.0276), normalized to input, relative to DMSO controls. *P < 0.05. **e** There were no significant change in H3K27ac enrichment following acute and repeated Csn-B administration (*n* = 6 mice/group; two-way ANOVA, followed by Tukey’s multiple comparisons test, 6 h *P* = 0.0276), normalized to input, relative to DMSO controls. *P < 0.05. **f** Acute Csn-B administration enriched H3K4me3 at the *Cartpt* promoter (*n* = 6 mice/group; two-way ANOVA, followed by Tukey’s multiple comparisons test, 6 h *P* = 0.033), normalized to input, relative to DMSO controls. *P < 0.05. **g** Schematic of cocaine conditioned place preference (CPP) paradigm and Csn-B administration time course. **h** Repeated Csn-B administration (green circles) attenuated cocaine CPP (*n* = 7 mice/group, two-way repeated measures ANOVA), relative to DMSO control. *P < 0.05. **i** Repeated Csn-B administration activated *Nr4a1* and *Cartpt* following cocaine CPP (*n* = 7–8, unpaired two-tailed *t*-test, *Nr4a1 P* = 0.0157, *Cartpt P* = 0.005), normalized to GAPDH, relative to DMSO. *P < 0.05. **j** Schematic of cocaine conditioned place preference (CPP) paradigm and Csn-B administration time course. **k** Acute Csn-B administration inhibited cocaine CPP (*n* = 7 mice/group, two-way repeated measures ANOVA) relative to DMSO control. *P < 0.05. **l** Acute Csn-B administration activated *Nr4a1* and *Cartpt* following cocaine CPP (*n* = 7, unpaired two-tailed *t*-test, *Nr4a1 P* = 0.0404, *Cartpt P* = 0.0075), normalized to GAPDH, relative to DMSO. *P < 0.05. All error bars represent mean +/− s.e.m. Source data and statistics provided as a Source Data file.

## Discussion

The majority of studies at the cellular level have focused on cocaine-induced adaptations at either early or late abstinence, which limits understanding of how processes that occur during abstinence affect subsequent behavior. In the present study, we used an unbiased genome wide approach to profile gene expression at both early and late abstinence following cocaine SA. We found that cocaine transiently activated *Nr4a1*, specifically in NAc, while key homeostatic target genes were activated at late abstinence. Interestingly, *Nr4a1* regulates contextual fear memory via transient expression that peaks 2 h after learning but returns to baseline by 4 h, long before memory retrieval at 24 h^39^. It is not yet understood how *Nr4a1* activation patterns cause long-term changes in neuronal function following cocaine exposure. To overcome this, we designed a CRISPR-Cas9 system to activate and repress Nr4a1 expression in the context of cocaine and control conditions. Similar to cocaine induced activation of *Nr4a1*, we found that *Nr4a1* activation bidirectionally regulated Cartpt expression and associated hPTMs. Remarkably, activation of *Nr4a1* attenuated, while repression of *Nr4a1* enhanced behavioral responses to cocaine. To complement these findings, we found that Csn-B, a pharmacological activator of *Nr4a1*, attenuated cocaine behavior. In sum, we identified a mechanism of epigenetic regulation to combat addiction that can be targeted pharmacologically and through locus-specific *Nr4a1* activation.

We hypothesized that *Nr4a1* is a key mediator of homeostatic responses across cocaine abstinence, given that (1) *Nr4a1* is highly expressed in striatal regions of dopaminergic output, such as the NAc (2) *Nr4a1*-deficient mice show increased sensitivity to psychostimulants measured by amphetamine-induced locomotor activity and dopamine metabolism^25,26,40^ and (3) following repeated dopamine excitation, the activation of *Nr4a1* prevents the accumulation of spines on dendrites, thereby maintaining normal spine distribution^12,13,28^. Prior data on the regulation of *Nr4a1* and target genes across cocaine abstinence, although scant, supports our findings. For example, one study has applied RNA-sequencing across cocaine abstinence^11^, identifying Nr4a1, among other nuclear receptors, as an upstream master regulator of gene expression at late abstinence. An earlier study using microarray, finds that *Nr4a1* is upregulated at 1-day and 10-days of abstinence in rat NAc, following 10 days of cocaine SA (24 h per day)^10^. This abstinence-induced Nr4a1 expression was not detected by qPCR;^41^ which may reflect differences in the mRNA quantification method. Importantly, prior studies confirm transient activation of *Nr4a1* by psychostimulant exposure, such that an acute injection of cocaine^42^ or methamphetamine^43^ upregulates Nr4a1 expression in mouse and rat NAc, respectively. Interestingly, activation of *Nr4a1* following acute methamphetamine treatment is abrogated by prior chronic treatment^43^, supporting the concept of long-lasting effects on the *Nr4a1* promoter. Our data expand upon these findings, providing a potential epigenetic mechanism for stimulant activation of *Nr4a1*. Specifically, activation of *Nr4a1* at 1-day of cocaine abstinence was accompanied by enrichment of the activating hPTM, H3K4me3. By 28-days of abstinence, we measured sustained enrichment of H3K27ac and H3K4me3, yet *Nr4a1* was no longer activated above saline controls. Despite this, Nr4a1 remained enriched in the promoter of a key homeostatic target gene, *Cartpt*, in cocaine versus saline treated NAc after 28-days of abstinence.

To examine the functional relevance of *Nr4a1* in the context of cocaine abstinence, we applied CRISPR-mediated gene regulation, to drive activation of *Nr4a1* to physiologically-relevant levels matching that of cocaine SA. Using this approach, we found that activation and repression of *Nr4a1* was sufficient to bidirectionally regulate expression of Cartpt. We then applied this tool to determine epigenetic mechanisms for the delayed activation of *Cartpt* only at late abstinence. Based on our data, we propose the following mechanism depicted in Fig. 6: In early abstinence, the *Cartpt* promoter is enriched in activating hPTMs, but its expression is repressed by enrichment of H3K27me3. During late abstinence, this repression is relieved by depletion of H3K27me3 and enrichment of H3K27ac and H3K4me3, via Nr4a1 binding. It is important to consider that the time course of target gene expression following CRISPR activation of *Nr4a1* differs from that of cocaine SA. That is, *Cartpt* is only activated simultaneously with *Nr4a1* activation, while in the context of cocaine abstinence, *Cartpt* is only activated at late abstinence (28-days), when *Nr4a1* expression is no longer elevated. This suggests that *Nr4a1* is sufficient for activation of *Cartpt*, but additional factors initially suppress expression during early abstinence. There is evidence the enrichment of H3K27me3 and H3K4me3 recruit nucleosome machinery important in transcription factor binding^44^. In fact, Nr4a1 binding positively correlates with H3K27ac enrichment and creates large scale open chromatin regions facilitating subsequent gene activation via the recruitment of, p300, a histone acetyltransferase^45,46^. We show that *Nr4a1* activation depleted H3K27me3 and enriched H3K27ac facilitating activation of *Cartpt* during abstinence. Moreover, work in peripheral tissue has shown *Cartpt* activation is regulated by the depletion of H3K27me3 and H3K27ac enrichment, which enables more sensitive activation upon stimulation^47^. These data support our hypothesis that *Nr4a1* expression facilitates the cascade of events necessary for activation of repressed genes via H3K27ac enrichment and the resolution of H3K27me3^44^.

**Fig. 6:**
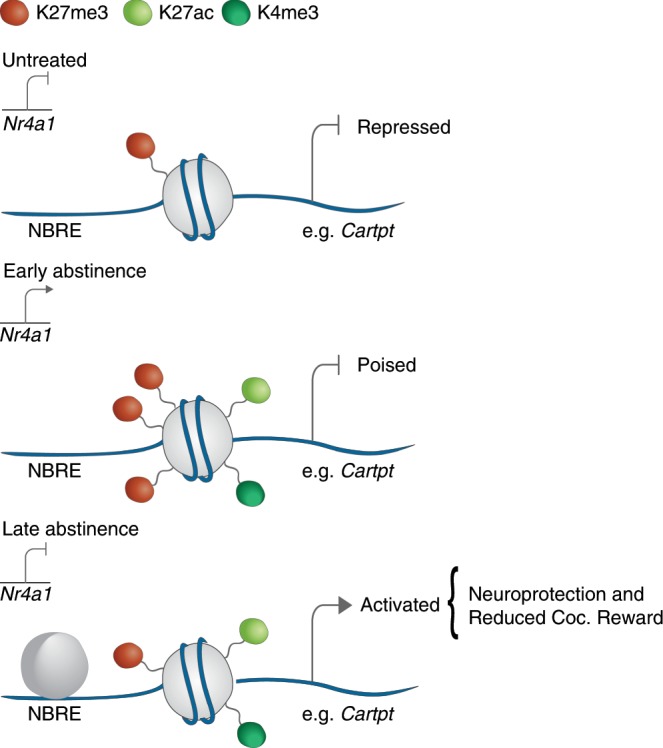
Mechanism of *Nr4a1* activation of homeostatic gene expression. In untreated mice, *Cartpt* is repressed. During early abstinence, *Nr4a1* is activated and *Cartpt* is repressed by H3K27me3 enrichment but poised for later activation. During late abstinence, Nr4a1 expression returns to baseline, and *Cartpt* is activated by depletion of H3K27me3 and enrichment of H3K27ac and H3K4me3 via sustained Nr4a1 binding.

Prior data on *Cartpt* supports our supposition of its role in the homeostatic response to cocaine stimulation. First, postmortem brains studies of human cocaine users demonstrate increased CARTPT mRNA^32^. Second, intra-NAc injection of *Cart* (peptide encoded by *Cartpt*), only in the presence of psychostimulants, increases dopamine metabolism, and attenuated cocaine locomotor sensitization and SA^24,31,48^. Indeed, intra-NAc injection of *Cartpt* directly inhibits locomotor activity associated with the intra-Nac injection of dopamine^49^. In this context, *Cart* functions to reduce levels of dopamine in the synapse, thereby mitigating the effects of dopamine toxicity^24^. We postulate in addition to *Cartpt*, *Nr4a1* regulates a network of changes which reverse the effects of cocaine in key brain reward regions.

We further applied CRISPR-mediated *Nr4a1* activation or repression to the regulation of drug-related behavior. We found that activation of *Nr4a1* was sufficient to attenuate cocaine CPP, a phenomenon that was accompanied by increased activation of *Cartpt*. Alternatively, repression of *Nr4a1* increased cocaine CPP, along with repression of *Cartpt*. Taken together, these findings support our hypothesis that *Nr4a1* regulates cocaine reinforced behavior, via regulation of *Cartpt*, a key homeostatic target gene. Given that we initially identified *Nr4a1* in a transcriptomic screen following cocaine SA, we next examined its manipulation in this paradigm^11^. Activation of *Nr4a1* during abstinence was sufficient to attenuate cocaine-seeking at 28-days of abstinence, a time point at which *Cartpt* is normally activated. There are key differences between intraperitoneal (IP) and intravenous (IV) drug exposure paradigms, such as peak levels of cocaine in the brain, which could explain discrepancies in our findings^50,51^. Specifically, the concentration of cocaine in the brain increases following repeated IP administration but remains constant following repeated IV administration^50,51^. Because we measured the same effect on *Nr4a1* activation in both paradigms, we provide evidence that the mechanism of *Nr4a1* activation is conserved between the two paradigms. *Nr4a1* may regulate gene expression essential in long-term context-dependent drug associations rather than changes directly associated with the pharmacological properties of cocaine. This notion is supported by the lack of effect of *Nr4a1* activation on cocaine SA acquisition. The regulatory effects of *Nr4a1* on cocaine-induced gene transcription and its role in attenuating cocaine-induced behaviors make it a promising therapeutic target in cocaine addiction.

Indeed, our results indicate the preclinical efficacy of Csn-B, a small-molecule agonist of Nr4a1, in activating *Nr4a1* in NAc, attenuating cocaine behavioral responses, and enhancing homeostatic gene transcription. We found that *Cartpt* activation is associated with increased enrichment of H3K27me3 and H3K4me3 following acute of administration of Csn-B. In contrast, we found no changes in *Cartpt* activation or hPTMs following repeated Csn-B treatment, which suggests that changes in H3K27me3 and H3K4me3 after acute administration are early events indirectly involved in gene activation. It is important to note that we have not tested the effect of Csn-B on delayed activation of *Cartpt* at later time points which may explain the absence of changes in gene expression and hPTMs following repeated Csn-B administration. Despite these inconsistencies, we found that both acute and repeated systemic administration of Csn-B attenuated cocaine CPP and activated *Cartpt*. This psychostimulant specific effect suggests cocaine and *Nr4a1* induce synergistic effects on cocaine activation of *Cartpt*.

Cue-associated relapse is a key symptom of addiction that increases in likelihood across abstinence. It is promising, however, that drug-induced synaptic plasticity and associated drug memories are reversible, as evidenced by the fact that human addicts show increased reactivity to drug-cues for up to 6 months but not at 1 year of abstinence^8^. A critical mechanism in the formation of stable drug-associated memories is the persistence of changes in synaptic and structural plasticity in NAc, measured by a stable elevation in glutamate receptors and spine density, seen at 30 days of abstinence but not 1-day^7,52,53^. Such changes in plasticity and behavior dissipate by 180 days which suggests there are homeostatic mechanisms working to restore normal brain function^7^. Prior studies support the notion that gene expression in NAc underlies neuronal activity mediating the incubation of cocaine craving^1,54^_._ Our work identifies a molecular mechanism that reverses drug-induced pathology and is a potential inroad to therapeutic interventions in addiction. Given the fact that most drug addicts are poly drugs users, targeting a common mechanism that generalizes to other drugs is essential. While future experiments are needed to elucidate the long-term effects of this treatment on other drugs, and its role in attenuating cocaine SA, our current findings underscore the value in pursuing research on the mechanism of action of *Nr4a1* in relapse behavior and addiction in general.

In conclusion, our data support the role of *Nr4a1* in activating *Cartpt* and suppressing cocaine-induced behavior in late abstinence. Locus-specific gene regulation allowed elucidation of the precise epigenetic mechanisms involved in *Nr4a1* target gene activation, specifically the loss of repressive and gain of activating histone modifications at late abstinence. Finally, the availability of a small molecule agonist that crosses the blood-brain barrier to activate *Nr4a1*, in vivo, lends promise to the clinical relevance of our findings, and the potential of *Nr4a1* as a therapeutic target to combat cocaine addiction.

## Methods

### Animals

Adult male and female, 8-week-old C57BL/6J mice (The Jackson Laboratory) were used in this study. Mice were housed on a 12-h light-dark cycle at constant temperature (23 °C) with access to food and water ad libitum. Animals were habituated to experimenter handling for at least 1 week before experimentation. All animals were maintained according to National Institutes of Health guidelines in Association for Assessment and Accreditation of Laboratory Animal Care. Ethical and experimental considerations were approved by the Institutional Animal Care and Use Committee of The University of Pennsylvania.

### Cocaine intravenous self-administration

Mice were single housed and habituated to the researcher by daily handling sessions for 7 days prior to the start of SA training. Operant responding was defined as active if paired with the delivery of a reinforcer, and inactive if paired with no reinforcer or vehicle. Active responding resulted in the presentation of a reinforcer, paired with light and tone. All studies were conducted on a fixed-ratio 1 (FR1). The acquisition of the instrumental task (nose poke or wheel spin) was facilitated in naïve mice by 10 daily, 1-h training sessions for operant responding to receive a food pellet reinforcer (Bio-Serv, Product #F0071; 20 mg). Mice were introduced to the food pellets and food restricted for 3 days prior to the start of the operant training.

Following food SA, mice were implanted with an indwelling catheter to the right external jugular vein under ketamine (80 mg/kg) and xylazine (12 mg/kg) anesthesia, followed by 3 days of recovery, during which time they were monitored daily for distress. Mice were then assigned to self-administer either saline or cocaine (0.7 mg/kg/infusion) on an FR1 schedule during daily 2-h sessions for 21 consecutive days. We defined acquisition as the first of three consecutive sessions during which a mice consumed an average of 5 mg/kg cocaine, or about ten infusions (5.6–8.4 mg/kg), infusions did not vary by more than 20%, and at least 80% of responses were on the active wheel. Mice were sacrificed 1-day and 28-days after the last cocaine session, brains were removed and NAc, VTA, and PFC was dissected using 2 mm aluminum Harris micro-punch (Sigma-Aldrich). Tissue was frozen on dry ice and stored at −80 °C for downstream analysis.

Cocaine-seeking experiments: Following 10 days of cocaine SA mice underwent 1-day or 28 days of abstinence. On day 21 of abstinence, NAc was targeted by stereotaxic injection, as described below. For seeking tests, mice were subjected to a single 2-h SA session, in which no reinforcer was given for active responses, but all cues were present. Mice were sacrificed immediately following the seeking session and brain region(s) collected for downstream analysis.

### Investigator administered cocaine

Mice were group housed and habituated to the researcher by daily handling sessions for 3 days. Mice received 10 daily injections of cocaine hydrochloride dissolved in 0.9% saline (i.p., 20 mg/kg) or 0.9% saline in clean cages and allowed to move freely for 30 min, before being returned to home cages. NAc tissue was collected 1-day and 28 days after the last injection.

### Conditioned place preference

Mice were placed in a two-sided conditioning chamber (Ugo Basile) for 20 min to assess innate pretest preferences. Mice were then conditioned for 2-days to associate cocaine with their non-preferred side. Mice were injected in the morning with cocaine and in the afternoon with saline (i.p., 5, 10, or 20 mg/kg), then restricted to their preferred chambers and non-preferred, respectively, for 30 min. On day 4, mice were placed in the chamber with free access to both sides for a 20 min post-test session to assess conditioned place preference. ANY-Maze (version 4.99) software was used to analyze time and total distance traveled. NAc tissue was collected 4 h following the post-test session. Cocaine preference for all testing sessions was calculated as time spent in the cocaine-paired chamber minus time spent in the saline-paired chamber and is reported as a preference score (in seconds). Mice were defined as having acquired cocaine CPP when the average cocaine preference score of the cocaine-treated group was significantly higher than the preference score at baseline^55^.

### Intra-NAc transfection

NAc was targeted bilaterally^56,57^ using the following stereotaxic coordinates: +1.6 (anterior/posterior), +1.5 (medial/lateral), and −4.4 (dorsal/ventral) at an angle of 10° from the midline (relative to Bregma). In-vivo transfection were conducted using the transfection reagent Jet-PEI (Polyplus transfection), prepared according to manufacturer’s instructions. 12.5 μL DNA plasmid (1.0 μg/μL) was diluted in 12.5 μL of 10% sterile glucose and added to diluted Jet-PEI, mixed by pipetting and incubated at room temperature (RT) for 15 min. A total of 1.5 μL of Jet-PEI/Plasmid solution was delivered NAc at a rate of 0.2 μL per minute, followed by 5 min of rest. Following surgery, mice were allowed to recover for 4–7 days and closely monitored for distress

### Cytosporone B treatment

Mice were group housed and habituated to the researcher for 3-days by daily handling sessions. Cytosporone B (Sigma-Aldrich) reconstituted with DMSO was freshly dissolved in 0.9% saline and injected i.p. (10 mg/kg)^38,58^. Mice were either treated with single or repeated injections (twice-daily injections for 4 days). Control mice were injected with DMSO diluted in saline (0.9% saline). The final concentration of DMSO was no more than 0.1%.

### Tissue collection, RNA extraction, and qRT-PCR

For tissue collection, mice were euthanized by cervical dislocation and the brain was placed in ice-cold phosphate buffered saline with protease inhibitor cocktail (Roche cOmplete Protease inhibitor). One millimeter thick sections of prefrontal cortex, nucleus accumbens and ventral tegmental area, brain regions were prepared using a cold tissue matrix and regions were micro-dissected with a 2 or 1.2-mm diameter micro-punch (Harris) under a fluorescence stereoscope (Leica). For in-vivo transfection studies, transfected tissue was visually inspected for confirmation of NAc targeting and dissection. RNA was isolated using the RNeasy Mini Kit (Qiagen) according to the manufacturer instructions. Primer sequences can be found in Supplementary Table 1. Data was analyzed by comparing Ct values of the experimental group to control using the ΔΔCt method.

### RNA-seq data analysis

RNA-seq reads were aligned against mouse reference genome (mm9, ensemble annotation) using STAR (Version 2.4.1d)^59^ with default parameters. Aligned reads were normalized using different methods including TMM^60^, TMM_CPM^60^, RPKM^61^, EDAseq_UQ^62^, FullQuantile^62^, Median, PoissonSeq^63^, RUV^64^, and PORT (https://github.com/itmat/Normalization). Differential gene expression analysis was performed using different models: DEseq2-Wald^65^, EdgeR-Robust-LRT^61^, LimmaVoom^66^, Mann-Whitney^67^ and Parametric *t*-test^68^. *Q*-values are determined for each of the 45 combinations of normalization and differential gene expression analysis. Genes with a mean *q* value smaller than 0.25 were considered a target of differential expression for each combination. A gene is identified as differentially expressed gene if it is detected by the combination of five different methods.

### Venn diagrams, volcano plot, and heatmaps

R packages Venn diagram and heatmaps were used to generate Venn Diagram and heatmap figures. Volcano plots were produced using R package ggplot2. Gene expression level in the heatmap and volcano plots were calculated based on RPKM normalization using “rpkm” function from edgeR package. Gene length was calculated based on the length information from ensemble GFF annotation file. Genes with multiple isoforms were collapsed and the length was calculated according to the longest collapsed isoform.

### Chromatin immunoprecipitation

ChIP was performed on bilateral NAc 2 mm punches dissected as described above from 1 mouse, 24 h after the last drug treatment or abstinence^69^. For in vivo CRISPR studies unilateral NAc 1.2 mm punches were pooled from 5 to 6 mice. Chromatin was sheared using a diogenode bioruptor XL at high sonication intensity. For histone modification enrichment, chromatin was sheered for 30 min (30 s on/30 s off) and fragment size was verified at 150–300 bps with an Agilent 2100 bioanalyzer. For Nr4a1 binding enrichment, chromatin was sheered for 22 min (30 s on/30 s off) fragment size was verified at 400–600 bps. Sheared chromatin was incubated overnight with the following antibodies previously bound to magnetic beads (Dynabeads M-280, Life Technologies): antibody to H3K4me3 (EMD Millipore 07-473), antibody to H3K27me3 (EMD Millipore 07-449), antibody to H3K27ac (EMD Millipore 07-360), antibody to Nr4a1 (Novus NB100-56745), IgG (Novus NBP2-24891). The Dynabeads were washed twice each with 1 ml of Low Salt Wash Buffer (20 mM Tris, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% TritonX-100, 0.1% SDS), High Salt Wash Buffer (20 mM Tris, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% TritonX-100, 0.1% SDS), and TE Buffer (10 mM Tris, pH 8.0, 1 mM EDTA). After reverse cross-linking and DNA purification (Qiagen Spin Column), primers were designed to amplify regions −100 to +100 bps spanning the Nr4a1-binding motif within gene promoter regions. qChIP primer sequences are be found in Supplementary Table 2.

### Neuro2a transfections

Neuro2a (N2a) cells (*n* = 1 × 10^6^ cells) [CCL-131, ATCC (manufacturer authentication available on-line)] were cultured and transfected with a total of 300 ng of plasmid DNA using Effectene reagent (Qiagen)^57^. RNA was isolated using the RNeasy Mini Kit (Qiagen) according to the manufacturer instructions. qPCR and data analysis were performed as described above.

### Engineered DNA-binding molecule ChIP (enChIP)

enChIP (Active Motif) was performed according to the manufacturer’s instructions with the following modifications^36^. N2a cells (*n* = 10 × 10^6^ cells) were transfected (Effectene) with 1 μg of pAM_dCas9 (Active Motif) and 1 μg of sgRNA-231. Cells were fixed 48 h post-transfection with 1% formaldehyde at 37 °C for 5 min. The chromatin fraction was extracted, fragmented by sonication and 150–300 bp fragments were confirmed with the Agilent Bioanalyzer. The sonicated chromatin was pre-cleared with 15 μg of normal mouse IgG (Active Motif) conjugated to 150 μL of Dynabeads-Protein G (Invitrogen) and subsequently incubated with 15 μg of AM-Tag polyclonal antibody (Active Motif 61677), previously conjugated to 150 μL of Dynabeads-Protein G. The Dynabeads were washed twice each with 1 mL of Low Salt Wash Buffer (20 mM Tris, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% TritonX-100, 0.1% SDS), High Salt Wash Buffer (20 mM Tris, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% TritonX-100, 0.1% SDS), and TE Buffer (10 mM Tris, pH 8.0, 1 mM EDTA). The Dynabeads were suspended in 285 μL of TE and 12 μL of 5 M NaCl and incubated at 65 °C overnight for reverse crosslink. After RNase A treatment at 37 °C for 1 h, samples were treated with Proteinase K at 65 °C for 2 h. Subsequently, DNA was reverse crosslinked and purified (Qiagen Spin Column). qChIP primers were designed to amplify regions between −100 and −350 bps spanning the sgRNA-231 targeting sequence within the *Nr4a1* gene promoter and a location 1 kb upstream. Primer sequences are found in Table 2.

### Immunohistochemistry

Mice were unilaterally transfected with dCas9-VP64 or transfection reagent alone (mock) and sacrificed at 1-day post transfection. Animals were then transcardially perfused with ice-cold DPBS, followed by ice-cold 4% paraformaldehyde (PFA). Brains were fixed overnight in 4% PFA at 4 °C, and then cryoprotected in 30% sucrose solution overnight at 4 °C. Coronal brain sections (45 µm) were collected using a sliding microtome (Leica, SM2010R), and serial sections were stored at −20 °C in 96-well plates containing anti-freeze solution (300 g sucrose, 300 mL ethylene glycol, 500 mL 0.1 M PBS). Brain sections were washed in TBS with 0.05% TritonX-100 and then incubated in primary antibody solution (3.33% donkey serum and 0.05% TritonX-100 in TBS) with anti-Cas9 (Catalog # 61578, Active Motif, 1:500) overnight at 4 °C. Brain sections were washed in TBS with 0.05% TritonX-100 and then incubated in secondary antibody solution (3.33% donkey serum and 0.05% TritonX-100 in TBS) with Alexa Fluor 555 (1:250) and DAPI nuclear stain (Roche, 1:1000) for 1–2 h. at room temperature. Brain sections were washed in TBS with 0.05% TritonX-100 and then incubated in a second primary antibody solution with anti-NeuN, AlexFluor 488 conjugated (Catalog # MAB377X, Millipore, 1:500) overnight at 4 °C. Brain sections were washed in TBS with 0.05% TritonX-100 and then were mounted with 2.5% PVA/DABCO mounting media (Sigma). Brain sections were imaged using as *z*-stacks using the 40× objective of a Zeiss LSM 810 confocal microscope (Carl Zeiss).

### Statistics

The appropriate statistical test was determined based on the number of comparisons being done. Student’s *t*-tests were used for comparison of two groups, in the analysis of qRT-PCR following in vivo CRISPR-mediated gene activation and Two-way ANOVAs were used for comparison of saline and cocaine treatment across abstinence time points; when appropriate, a post-hoc test followed to determine significant differences across multiple comparisons, in the analysis of qRT-PCR and qChIP data. One-way ANOVA was used for analysis of three or more experimental groups, when appropriate, a post-hoc test followed to determine significant differences across multiple comparisons, in the analysis of CRISPR-mediated gene regulation when compared to controls (qRT-PCR). Repeated measure two-way ANOVA was used for comparison of two groups on different observations, when appropriate, a post-hoc test followed to determine significant differences across multiple comparisons, in the analysis of cocaine self-administration and condition place preference. Main and interaction effects were considered significant at *P* < 0.05. *P*-values greater than 0.05 and below 0.1 were considered trends. Data are expressed as mean [+ or −] s.e.m. The Grubbs test was used when appropriate to identify outliers. *F*-tests of variance were conducted on all data sets to ensure that the data followed a normal distribution. All experiments were carried out one to three times, and data replication was observed in instances of repeated experiments. Experimental sample sizes were determined using G*power using preliminary data. Details on each statistical test can be found in the source data file.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

RNA-Seq source data presented in Figs. 1, 2 and Supplementary Figs. 2, 4 can be accessed through GSE141520. All data and statistics reported in main text can be found in the Source Data file.

## Source data

Source data

# Supplementary material for: Nr4a1 suppresses cocaine-induced behavior via epigenetic regulation of homeostatic target genes
**Source:** Nat Commun. 2020 Jan 24;11:504. doi: 10.1038/s41467-020-14331-y
**Supplement:** Supplementary file 1 — Supplementary Information

Cover Page – Supplementary Information

**Nr4a1 suppresses cocaine-induced behavior via epigenetic regulation of homeostatic target genes**

Carpenter M.D., et al.

## Supplementary Figure 1

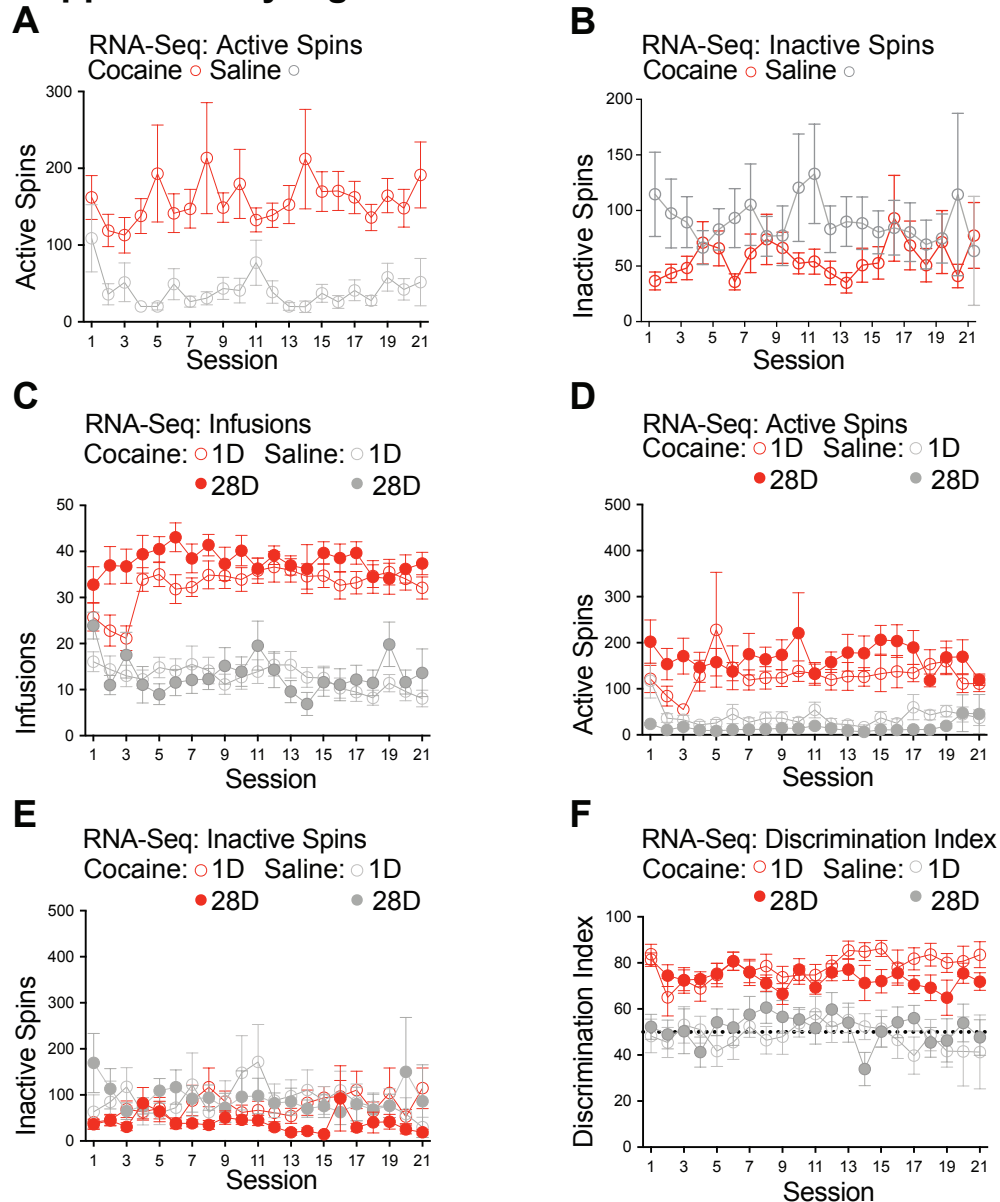

**Supplementary Figure 1. Cocaine self-administration behavior RNA-Seq cohort.** **A.** Cocaine self-administering mice responded significantly higher than saline self-administering mice ( $n=24$  mice/group, two-way repeated measures ANOVA).  $*P<0.05$ . **B.** There were no significant differences in inactive spins ( $n=24$  mice/group, two-way repeated measures ANOVA).  $*P<0.05$ . **C.** 1- and 28-days cocaine self-administering mice infused similar amounts of drug ( $n=24$  mice/group, two-way repeated measures ANOVA, followed by Bonferroni's multiple comparisons test).  $*P<0.05$ . **D.** 1- and 28-days cocaine self-administering mice responded similar across sessions ( $n=24$  mice/group, two-way repeated measures, followed by Bonferroni's multiple comparisons test).  $*P<0.05$ . **E.** 1- and 28-days cocaine self-administering mice responded similar on inactive spins across sessions ( $n=24$  mice/group, two-way repeated measures ANOVA, followed by Bonferroni's multiple comparisons test).  $*P<0.05$ . **F.** 1- and 28-days cocaine self-administering mice discriminate between inactive and active spins across sessions ( $n=24$  mice/group, two-way repeated measures ANOVA, followed by Bonferroni's multiple comparisons test). All error bars represent s.e.m. Source data and statistics provided as a Source Data file.

## Supplementary Figure 2

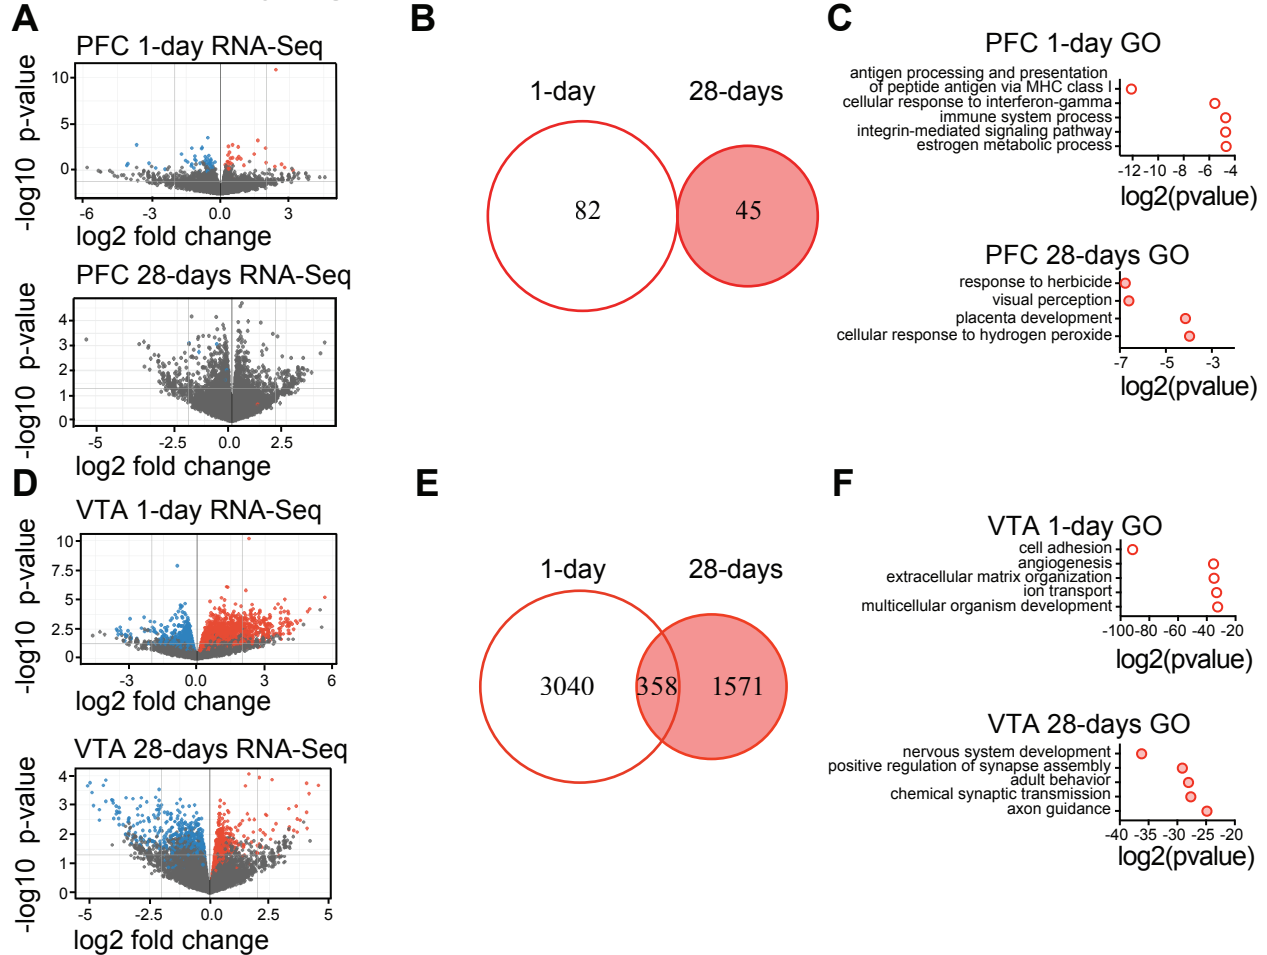

**Supplementary Figure 2. PFC and VTA transcriptomics following 1- and 28-days of abstinence.** **A.** Mice were sacrificed, and PFC collected at 1- and 28-days of abstinence and subjected to RNA-seq. Volcano plot showing differentially expressed genes (DEGs), significantly downregulated (Blue) and upregulated (red),  $q$ -value  $< 0.01$ . **B.** Comparison of DEGs at 1- and 28-days of abstinence, showing fewer DEGs at 28-days of abstinence compared to 1-day, with no overlapping genes. **C.** Gene Ontology (GO) analysis of DEGs at 1-day (Top) and 28-days (Bottom) of abstinence. DEGs cluster in GO biological process of antigen processing and presentation (1-day) and estrogen metabolic process (28-day). **D.** Mice were sacrificed and VTA collected at 1- and 28-days of abstinence and subjected to RNA-seq. Volcano plot showing differentially expressed genes (DEGs), significantly downregulated (Blue) and upregulated (red),  $q$ -value  $< 0.05$ . **E.** Comparison of DEGs at 1- and 28-days of abstinence, showing a greater number of DEGs at 28-days of abstinence compared to 1-day, with few overlapping genes. **F.** Gene Ontology (GO) analysis of DEGs at 1-day (Top) and 28-days (Bottom) of abstinence. DEGs cluster in GO biological process of cell adhesion (1-day) and nervous system development (28-day) \* $P < 0.05$ . All error bars represent s.e.m. Source data and statistics provided as a Source Data file.

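In the libraries of the PFC, the only DEG at 1 day, Plin4, was not one at 28 days, where its log2 fold change was -0.63 (standard error 0.358, adjusted p = 0.842, edgeR with Benjamini-Hochberg adjustment). The time points therefore shared 0 DEGs over the 14273 genes tested at both. At an unadjusted p under 0.05, 589 of these genes passed at 1 day, 793 at 28 days and 33 at both, 17 of the latter with the same sign (two-sided Fisher's exact test across genes, p = 0.927).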

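Antigen processing and presentation through MHC class I depends on the class I heavy chains, the light chain B2m and the proteins that load peptides. A list of such genes was written before the tables were opened, and 7 of them were tested in the PFC at 1 day of abstinence. All 7 were lower after cocaine, with a median log2 fold change of -0.20. The list was lower than other genes in camera, with an adjusted p of 3.55e-05 over the 17 lists tested in this table, but did not pass in fry (adjusted p = 0.0701), which estimates the correlation between genes from the 12 libraries. The list was also lower in camera in the NAc at 1 day (median -0.145, adjusted p = 0.000127) and 28 days (-0.184, 1.87e-05). The same held at 28 days in the VTA (-0.527, 4.29e-05) and PFC (-0.162, 0.0155). In the VTA at 1 day its median was higher (0.213), and it did not pass in camera (adjusted p = 0.714). It passed in fry in no table. The lower level was therefore not specific to the PFC at 1 day. The heavy chain genes are close copies of each other, so the alignment could have split or dropped their reads.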

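In the VTA, 28 DEGs at 1 day and 0 at 28 days gave 0 shared DEGs over the 14897 genes tested at both time points. At an unadjusted p under 0.05, 2311 of these genes passed at 1 day, 1712 at 28 days and 218 at both (two-sided Fisher's exact test across genes, p = 0.000652, for fewer shared genes than by chance). Of the shared genes 112 had the same sign at both time points. Across all genes the log2 fold changes at 1 and 28 days had a Pearson correlation of -0.386 and a Spearman correlation of -0.088. Genes are not independent replicates, so these values describe these libraries only. All 12 genes of a meninges list were higher after cocaine at 1 day (median 1.58) and lower at 28 days (median -1.24). A microglia list was lower at both (medians -0.49 and -0.45). A difference in the tissue punched may therefore contribute to the negative correlation, which was not tested.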

## Supplementary Figure 3

**A**

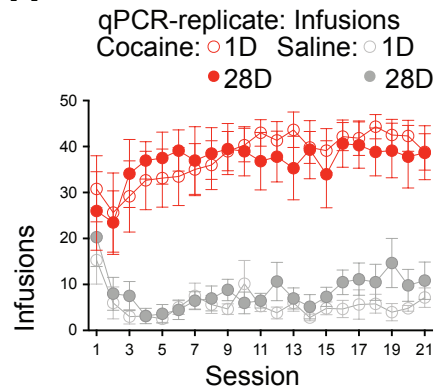

**B**

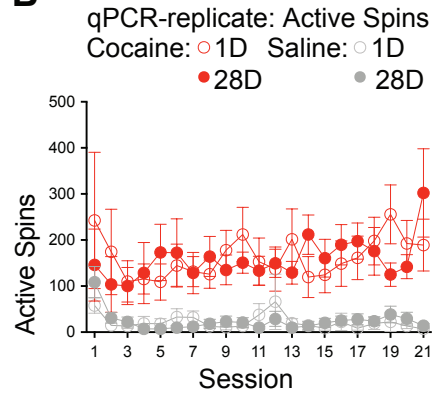

**C**

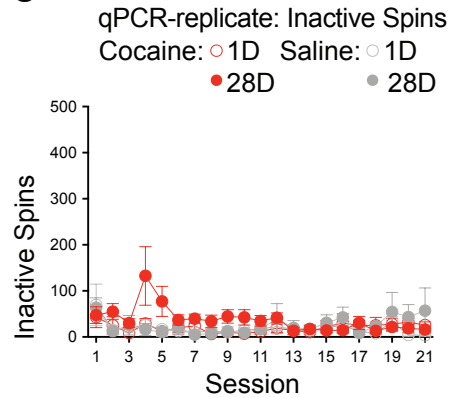

**D**

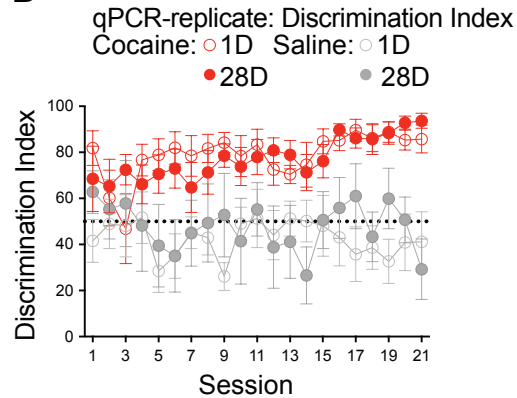

**Supplementary Figure 3. Behavior data of RNA-Seq replication cohort. A.** DEGs at 1-day of abstinence following cocaine SA measured by RNA-seq log2 fold change normalized to saline controls, q-value < 0.01 **B.** Validation of DEGs at 1-day of abstinence by qPCR in a biological replicate following cocaine SA (n=6, unpaired two-tailed *t* test, *Fmo2* P=0.002, *Ccdc141* P=0.0326, *Mertk* P=0.0048, *Nr4a3* P=0.0009, *Kirrel2* P=0.0179, \*P<0.05), relative to saline controls (grey circles). \*P<0.05. **C.** DEGs at 28-day of abstinence following cocaine SA measured by RNA-seq log2 fold change normalized to saline controls, q-value < 0.01 **D.** Validation of DEGs at 28-day of abstinence by qPCR in a biological replicate following cocaine SA (n=6, unpaired two-tailed *t* test, *E2f1* P=0.0136, *Mark2* P=0.0163, *Ndn* P=0.0235, *Robo* P=0.013, \*P<0.05). All error bars represent s.e.m. Source data and statistics provided as a Source Data file.

## Supplementary Figure 4

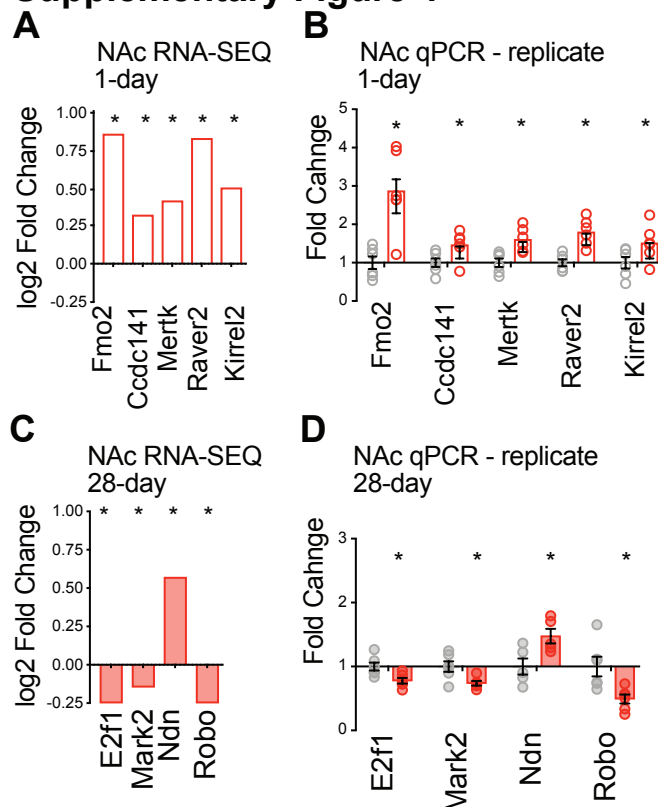

**Supplementary Figure 4. qPCR validation of RNA-Seq** **A.** DEGs at 1-day of abstinence following cocaine SA measured by RNA-seq log2 fold change normalized to saline controls, q-value < 0.01 **B.** Validation of DEGs at 1-day of abstinence by qPCR in a biological replicate following cocaine SA (n = 6, unpaired two-tailed t test, Fmo2 P=0.002, Ccdc141 P=0.0326, Mertk P=0.0048, Nr4a3 P=0.0009, Kirrel2 P=0.0179, \*P<0.05), relative to saline controls (grey circles). \*P<0.05. **C.** DEGs at 28-day of abstinence following cocaine SA measured by RNA-seq log2 fold change normalized to saline controls, q-value < 0.01 **D.** Validation of DEGs at 28-day of abstinence by qPCR in a biological replicate following cocaine SA (n = 6, unpaired two-tailed t test, E2f1 P=0.0136, Mark2 P=0.0163, Ndn P=0.0235, Robo P=0.013, \*P<0.05), relative to saline controls (grey circles). \*P<0.05. All error bars represent s.e.m. Source data and statistics provided as a Source Data file.

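The genes of Supplementary Fig. 4C were measured in the NAc at 28 days of abstinence. E2f1 (ENSMUSG00000027490, chromosome 2, 154385143 to 154395628), a transcription factor, fell from 13 ± 2.13 CPM (SD, n = 6) after saline to 10 ± 1.14 CPM (SD, n = 6) after cocaine, with a log2 fold change of -0.38 (standard error 0.109, adjusted p = 0.592, edgeR with Benjamini-Hochberg adjustment). Mark2, a kinase, fell from 152.5 ± 8.36 to 137.8 ± 3.32 CPM, with a log2 fold change of -0.15 (standard error 0.0439), and all 6 of its cocaine libraries were below all 6 saline libraries (two-sided exact permutation test, p = 0.00216). Ndn, an imprinted gene, rose from 131.4 ± 30.9 to 194.9 ± 48.7 CPM, by 0.57 on the log2 scale (standard error 0.178), with 5 of 6 cocaine libraries above the saline mean. The figure does not say which Robo gene it shows. Robo3, the Robo gene in the paper's Supplementary Data 1 for this comparison, fell from 2.96 ± 1.19 to 1.46 ± 0.455 CPM, with a log2 fold change of -1.004 (standard error 0.268). The log2 fold change was 0.24 for Robo1 and -0.23 for Robo2. Adjusted for the 12 tests of the genes of Supplementary Fig. 4, with all 3 Robo genes counted, the exact permutation p was 0.013 for E2f1, 0.00518 for Mark2, 0.0442 for Ndn and 0.0203 for Robo3, and above 0.05 for Robo1 and Robo2, where the paper chose the genes of its list on these libraries.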

## Supplementary Figure 5

**A**

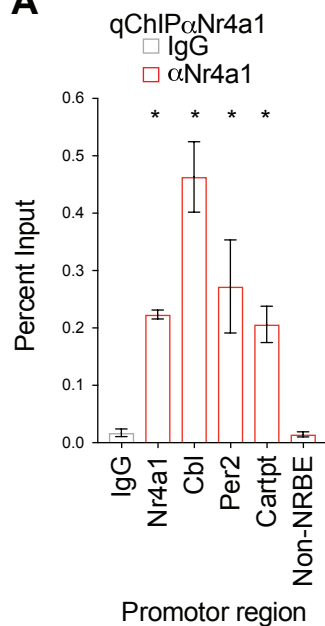

**Supplementary Figure 5. Nr4a1 binding in promoter regions of genes differentially expressed at 1-day and 28-days of abstinence. A.** Nr4a1 was enriched at the *Nr4a1*, *Cbl*, *Per2*, and *Cartpt*, promoters (One-way ANOVA; *Nr4a1*  $P=0.0114$ , *Cbl*  $P<0.0001$ , *Per2*  $P=0.0031$ , *Cartpt*  $P=0.0188$ ) but not at distal sites (Distal  $P>0.9999$ ), normalized to percent input, when compared to IgG controls,  $*P<0.05$ . All error bars represent s.e.m. Source data and statistics provided as a Source Data file.

## Supplementary Figure 6

### A

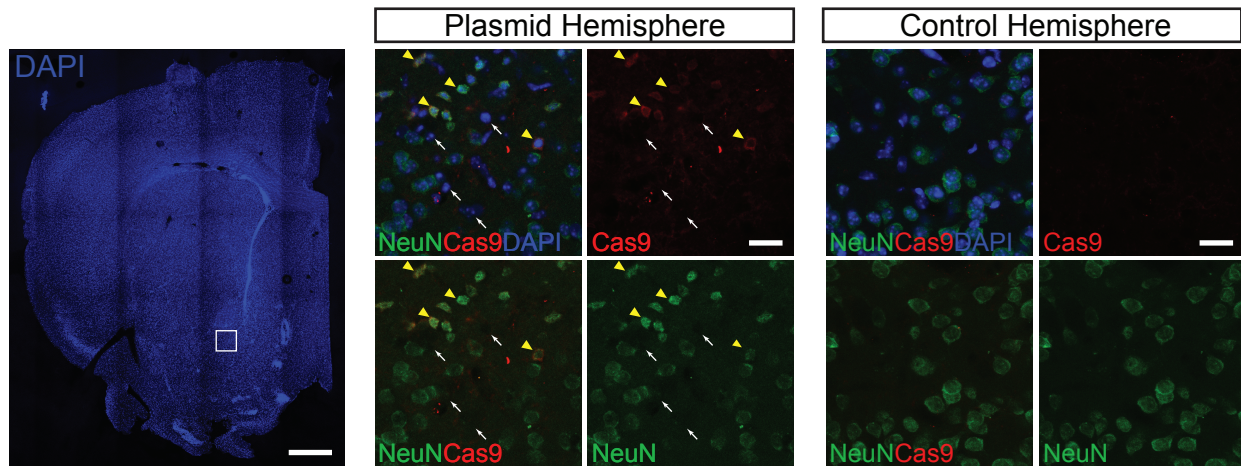

Magnification of boxed area  
Scale bar = 500um

Plasmid hemisphere (left) and Control hemisphere (right).  
Yellow arrow heads indicate NeuN+/Cas9+ cells  
White arrows indicate NeuN-/Cas9- cells  
Scale bar = 20um

**Supplementary Figure 6. dCas9, NeuN+ and DAPI IHC in the NAc. A.** dCas9-VP64 colocalizes with NeuN+ cells in the NAc. Plasmid hemisphere (right) transfected with dCas9 alone and control hemisphere transfected with reagent alone. Yellow arrow heads indicate NeuN+/dCas9-VP64+ cells. White arrows indicate NeuN-/dCas9- cells. DAPI = Blue, dCas9 = Red, NeuN=Green.

## Supplementary Figure 7

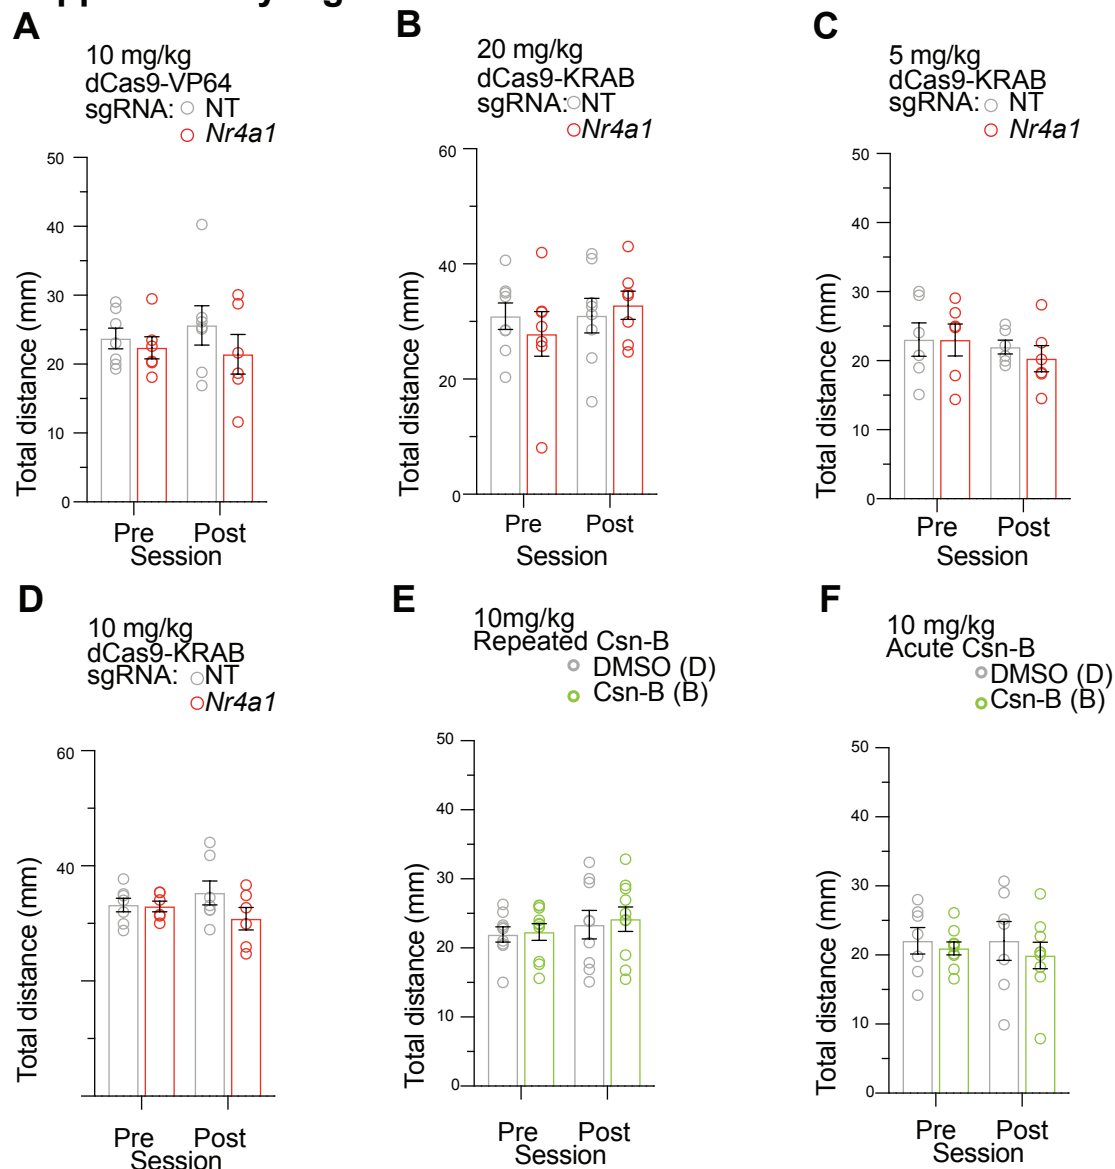

**Supplementary Figure 7. Total distance traveled in cocaine CPP** **A.** There were no significant differences in distance traveled when comparing sgRNA-*Nr4a1* to control NT at pretest and posttest (10 mg/kg, n=7 mice/group, two-way repeated measures ANOVA, \* $P < 0.05$ ). **B.** There were no significant differences in distance traveled when comparing sgRNA-*Nr4a1* to control NT at pretest and posttest when comparing sgRNA-*Nr4a1* to control NT (20 mg/kg, n=7 mice/group, two-way repeated measures ANOVA, \* $P < 0.05$ ). **C.** There were no significant differences in distance traveled when comparing sgRNA-*Nr4a1* to control NT at pretest and posttest (5 mg/kg, n=7 mice/group, two-way repeated measures ANOVA, \* $P < 0.05$ ). **D.** There were no significant differences in distance traveled when comparing sgRNA-231 to control NT at pretest and posttest (10 mg/kg, n=7 mice/group, two-way repeated measures ANOVA, \* $P < 0.05$ ). **E.** There were no significant differences in distance traveled when comparing Csn-B to control DMSO at pretest and posttest (repeated Csn-B, n=9 mice/group, two-way repeated measures ANOVA, \* $P < 0.05$ ). **F.** There were no significant differences in distance traveled when comparing Csn-B to control DMSO at pretest and posttest (10 mg/kg, n=8 mice/group, two-way repeated measures ANOVA, \* $P < 0.05$ ). Source data and statistics provided as a Source Data file.

## Supplementary Figure 8

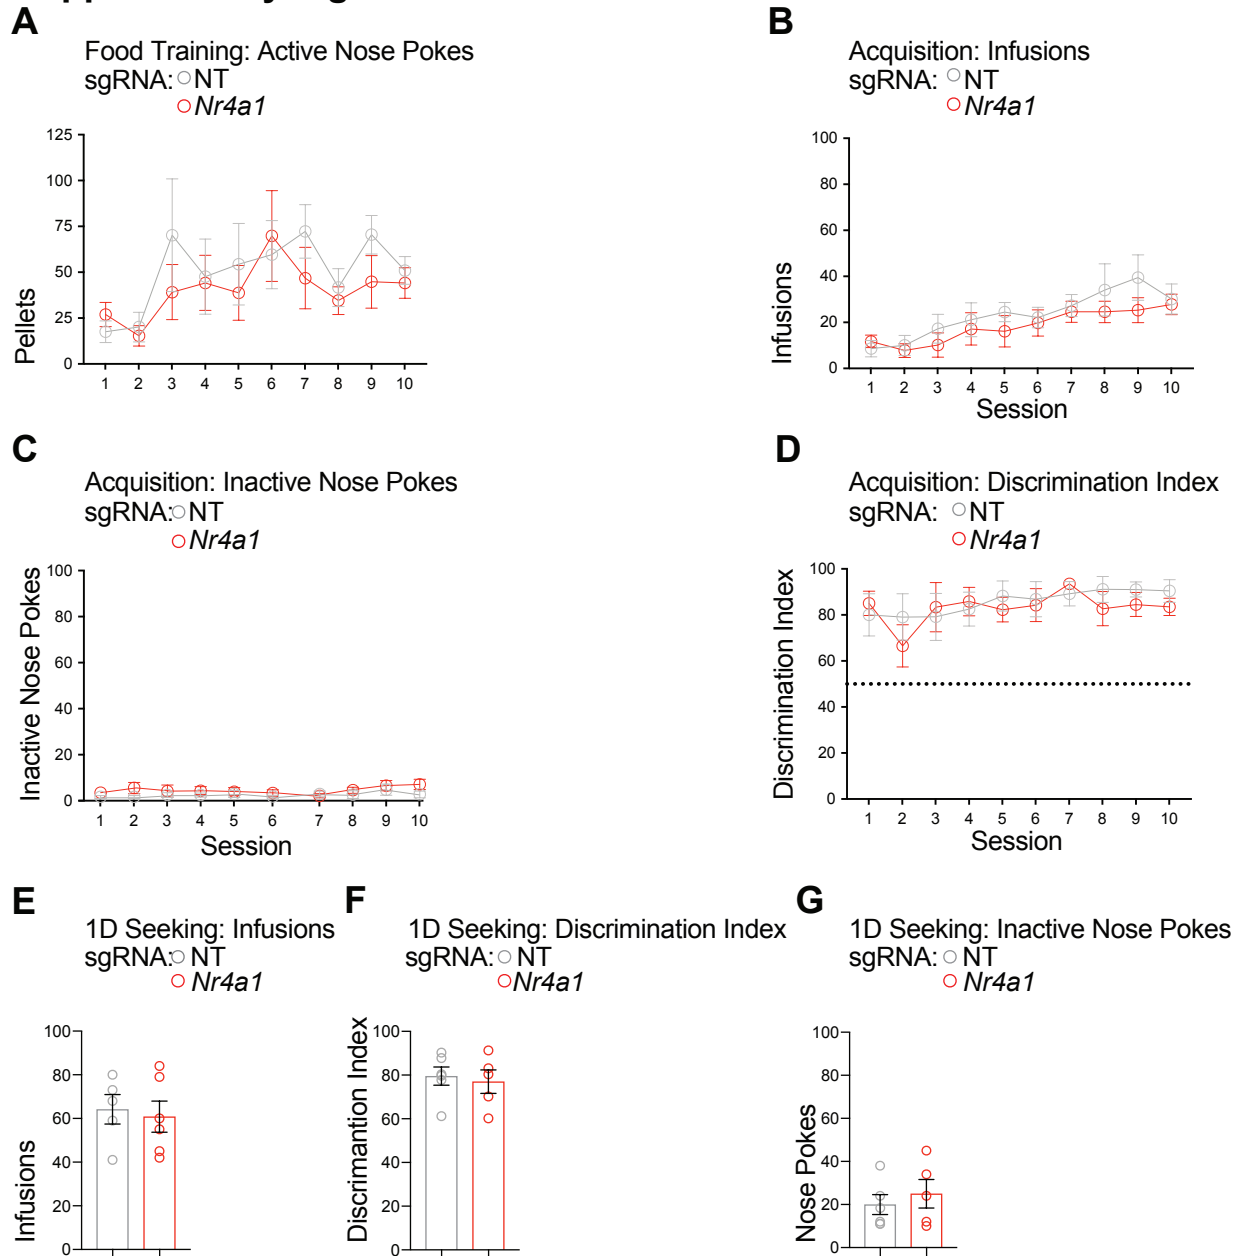

**Supplementary Figure 8. CRISPR-mediated activation of *Nr4a1* and cocaine SA** **A.** No significant effect of treatment on food training prior to transfection and cocaine SA (n=5-6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **B.** No significant effect of treatment on infusions following CRISPR-mediated *Nr4a1* activation (n=5-6 mice/group, two-way repeated measures ANOVA \*P<0.05). **C.** No significant effect of treatment on inactive nose pokes (n=5-6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **D.** No significant effect of treatment on the discrimination index (n=5-6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **E.** No significant effect of treatment on infusions (saline) on 1-day seeking test (n=5-6, unpaired two-tailed t test, P=0.742). \*P<0.05. **F.** No significant effect of treatment on the discrimination on 1-day seeking test (n=5-6, unpaired two-tailed t test, P=0.717). \*P<0.05. **G.** No significant effect of treatment on inactive nose pokes on 1-day seeking (n=5-6, unpaired two-tailed t test, P=0.466). Source data and statistics provided as a Source Data file.

## Supplementary Figure 9

**A**

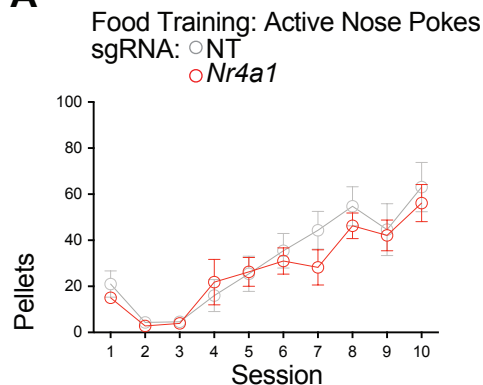

**B**

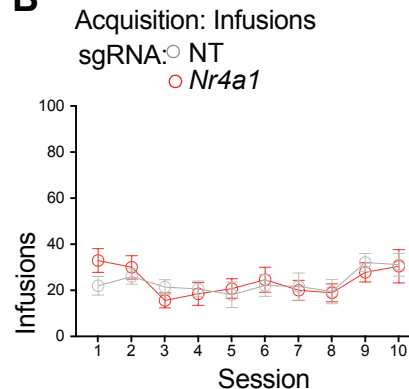

**C**

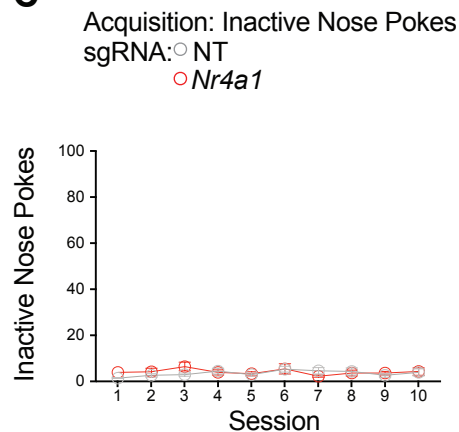

**D**

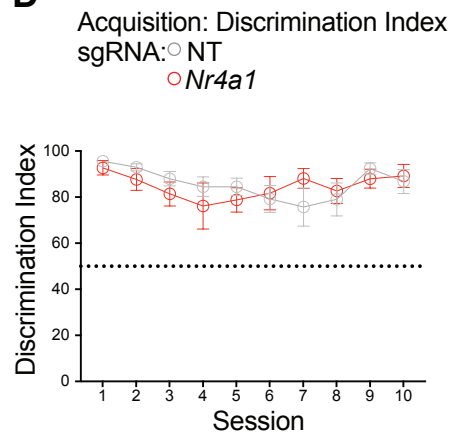

**E**

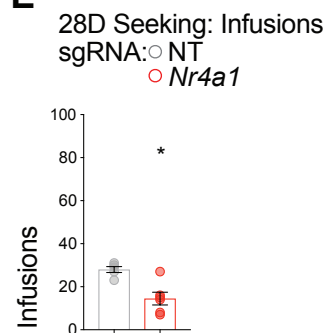

**F**

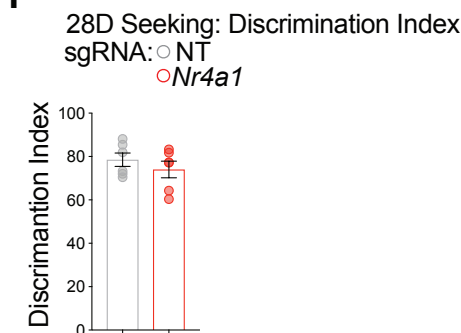

**G**

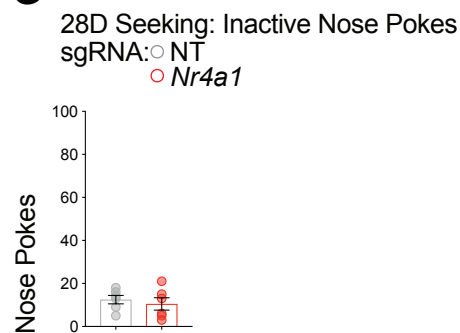

**Supplementary Figure 9. CRISPR-mediated activation of *Nr4a1* and cocaine seeking** **A.** No significant effect of treatment on in food training prior to transfection and cocaineSA (n=6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **B.** No significant effect of treatment on infusions during acquisition of cocaine SA (n=6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **C.** No significant effect of treatment on inactive nose pokes during acquisition of cocaine SA (n=6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **D.** No significant effect of treatment on the discrimination index during acquisition of cocaine SA (n=6 mice/group, two-way repeated measures ANOVA, \*P<0.05). **E.** CRISPR-mediated *Nr4a1* activation attenuated cocaine-seeking at 28-days of abstinence measured by the number of saline infusions (n=6, unpaired two-tailed t test, P=0.0037). \*P<0.05. **F.** No significant effect of treatment on discrimination index on the 28-day seeking test (n=6, unpaired two-tailed t test, P=0.3834). \*P<0.05. **G.** No significant effect of treatment on inactive nose pokes on 28-day seeking test f(n=6, unpaired two-tailed t test, P=0.5749). error bars represent s.e.m. Source data and statistics provided as a Source Data file.

| Gene    | Forward Primer         | Reverse Primer         |
|---------|------------------------|------------------------|
| Nr4a1   | AGCTTGGGTGTTGATGTTCC   | AATGCGATTCTGCAGCTCTT   |
| Cartpt  | ACGAGAAGGAGCTGATCGAA   | TCTCTGAGGGGAACGCAAAC   |
| Per2    | TTGGTGTTGGGTTGTTGTG    | CTACCTGGTCAAGGTGCAAGAG |
| Cbl     | TGCTGGAAGCTCATGGACAA   | CAAGCGTCTCCATCTTCCCC   |
| Ccdc141 | GTTCTTTCCTTTTGGCCGGG   | TTGCCACACTTGACAACGGC   |
| Mertk   | GGGACGTTGGTGGATACGTG   | CTCTTCCCACTTCTCGGCAG   |
| Kirrel2 | CTCCTCGTTTTCCTTTGCTG   | ACCACCCTGGAAGGTCTCTT   |
| Fmo2    | AGGCTCCATCTTCCCAACCGTA | CCGGGTCTTTAAGGGTTTCAGG |
| Raver2  | ATTTGGCAAGTGTGCTACCC   | TCGATGGATGGAGAATAGGC   |

**Supplementary Table 1.** Primer sequences used for qPCR.

| Promoter Region | Forward Primer        | Reverse Primer         |
|-----------------|-----------------------|------------------------|
| Nr4a1           | ATTTACAACACCCCTCCTCC  | TTCCATTGACGCAGGGAGCG   |
| Cartpt          | ACACAAGAGCCGTCATTCCA  | TCGAGTTCCCAACACCGC     |
| Per2            | CACCAGCAGCTCAGTTTGTAG | GGTTTGAGGCTGACAGAGAA   |
| Cbl             | AGTACATATTCAGTTCCAGA  | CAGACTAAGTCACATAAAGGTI |

**Supplementary Table 2.** Primer sequences used for ChIP-qPCR.

| sgRNA       | Protospacer sequence 5'-3' (20-1)              | PAM |
|-------------|------------------------------------------------|-----|
| <b>Name</b> | <b>Note: NT 20 is converted to G in GBLOCK</b> |     |
| Nr4a1-366   | GGGGTCCGAAATAACCGACC                           | AGG |
| Nr4a1_-231  | ACGCGGGGTTCCATTGACGC                           | AGG |
| Nr4a1_-39   | CTTAAGCGCTCCGTGACGCA                           | TGG |
| Nr4a1_82    | ACGCGGGACCAGGCTGCGAC                           | TGG |
| Nr4a1_200   | GGGTGTACGCGCGGGCGAAA                           | AGG |

**Supplementary Table 3.** sgRNA sequences used for CRISPR studies.

# Supplementary material for: Nr4a1 suppresses cocaine-induced behavior via epigenetic regulation of homeostatic target genes
**Source:** Nat Commun. 2020 Jan 24;11:504. doi: 10.1038/s41467-020-14331-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

RNA-seq is collected by HiSeq4000 (illumina). Animal self-administration behavioral data was collected by Med-PC® V Software Suite (SOF-736). Animal conditioned place preference behavioral data was collected by HDV-5052 HDMI 1920x1080p Full HD Wifi Digital Video Camera (Hausbell). qPCR and qChIP data was collected by ABI 7900HT Real Time PCR Machine. Tissue was collected under a fluorescence stereoscope (Leica). For IHC experiments brain sections were imaged using as z-stacks using the 40x objective of a Zeiss LSM 810 confocal microscope (Carl Zeiss).

#### Data analysis

The appropriate statistical test was determined based on the number of comparisons being done. Student's *t* tests were used for comparison of two groups, in the analysis of qRT-PCR following in vivo CRISPR-mediated gene activation and Two-way ANOVAs were used for comparison of saline and cocaine treatment across abstinence time points; when appropriate, a post-hoc test followed to determine significant differences across multiple comparisons, in the analysis of qRT-PCR and qChIP data. One-way ANOVA was used for analysis of three or more experimental groups, when appropriate, a post-hoc test followed to determine significant differences across multiple comparisons, in the analysis of CRISPR-mediated gene regulation when compared to controls (qRT-PCR). Repeated measure two-way ANOVA was used for comparison of two groups on different observations, when appropriate, a post-hoc test followed to determine significant differences across multiple comparisons, in the analysis of cocaine self-administration and condition place preference. Main and interaction effects were considered significant at  $P < 0.05$ . *P* values greater than 0.05 and below 0.1 were considered trends. Data are expressed as mean [+ or -] s.e.m. The Grubbs test was used when appropriate to identify outliers. *F* tests of variance were conducted on all data sets to ensure that the data followed a normal distribution. All experiments were carried out one to three times, and data replication was observed in instances of repeated experiments. Experimental sample sizes were determined using G\*power using preliminary data. Details on each statistical test can be found in the source data file.

RNA-seq: RNA-seq reads were aligned against mouse reference genome (mm9, ensemble annotation) using STAR (Version 2.4.1d) with default parameters. Aligned reads were normalized using different methods including TMM, TMM\_CPM, RPKM, EDaseq\_UQ, FullQuantile, Median, PoissonSeq, RUV 94 and PORT (<https://github.com/itmat/Normalization>). Differential gene expression analysis was performed using different models: DEseq2-Wald, EdgeR-Robust-LRT, LimmaVoom, MannWhitney and Parametric *t*-test. A gene is identified as differential expressed gene if it is detected by the combination of 5 different methods.

Animal behavioral data was analyzed using ANY-Maze (version 4.99).

Gene ontology enrichment analysis for differentially expressed genes was performed using the biological process annotation tool in DAVID Bioinformatics Resources (version 6.8).  
Other data analysis that are include in this study were used Prism 8 (GraphPad)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

### Data Availability

Source data presented in Fig. 1 and 2, Supplementary Fig. 2 and 4 can be accessed through GEO upon publication using accession number GSE141520. All data are reported in main text and in supplementary data tables.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for behavioral experiments were determined by the current standard used for mice in behavioral neuroscience experiments, based on the minimal amount of mice required to detect significance. In addition, the software g*Power was used to For imaging experiments, between 3 and 5 mice were imaged per experimental paradigm. For molecular assays, n = 5 was used as a minimum. For Chip experiments bilateral 2mm punches were dissected from NAc of a single mouse; n =6 per treatment, as described in methods. For in vivo CRISPR Chip experiments unilateral 1.2 mm punches were dissected from NAc, 3 mice were pooled for an n of 1, n = 6 per treatment, as described in methods. |
| Data exclusions | For mouse self-administration acquisition was defined >10 responses for 3 consecutive days. For conditioned place preference experiments mice were excluded if they showed a significant initial bias of greater than 35% during pre-test. For in vivo CRISPR transfections, mice were excluded for off targeting visualized under stereoscope.                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | RNA-seq findings were validated and replicated via qPCR in a separate cohort of mice. In vivo and in vitro CRISPR studies were replicated three times. qPCR studies were replicated twice. All replication was successful                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Mice were allocated into groups by cage. To help control for variation, all samples for each individual assay were processed by the same person.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | For all behavioral experiments experimenter was blinded to treatments. For all molecular experiments samples were coded and experimenter was blinded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K4me3100 (EMD Millipore 07-473) Manufacturer validation <a href="http://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM_NF-07-473">http://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM_NF-07-473</a> ; ChIP in brain citation: DOI: 10.1016/j.cell.2017.09.047<br>H3K27me3 (EMD Millipore 07-449) Manufacturer validation <a href="http://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449">http://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449</a> ; ChIP in brain citation: DOI: 10.1016/j.celrep.2017.07.046<br>H3K27ac (EMD Millipore 07-360) Manufacturer validation <a href="http://www.emdmillipore.com/US/en/product/Anti-acetyl-Histone-H3-Lys27-Antibody,MM_NF-07-360">http://www.emdmillipore.com/US/en/product/Anti-acetyl-Histone-H3-Lys27-Antibody,MM_NF-07-360</a> ; ChIP in brain citation: DOI: 10.1093/nar/gkv589<br>Nr4a1 (Novus NB100-56745), Manufacturer validation <a href="https://www.novusbio.com/products/ngfi-b-alpha-nur77-nr4a1-antibody_nb100-56745">https://www.novusbio.com/products/ngfi-b-alpha-nur77-nr4a1-antibody_nb100-56745</a> ChIP DOI:10.1158/1541-7786.MCR-08-0473<br>IgG (Novus NBP2-24891) Manufacturer validation; |
| Validation      | Nr4a1 antibody were selected from Novus Biologicals. We validated this antipbody using IgG for ChIP experiment (Supp Fig. 5). It has been validated in ChIP in DOI:10.1158/1541-7786.MCR-08-0473; ChIP: Fig 5 (Panc1 cells) Note: Nur77 was detected in the nuclear, but not the cytoplasmic fraction of Panc1 cells by WB (Fig 6D). Note: The Nur77 IMG-528 antibody was Nur77 siRNA transfected validated by western blot. Nur77 siRNA, but not scrambled siRNA reduced the intensity of the WB signal in PANC1 and L3.6pi cells (Figs 3C, 4B).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                             |
|----------------------------------------------------------------------|-------------------------------------------------------------|
| Cell line source(s)                                                  | Neuro-2a (ATCC® CCL-131™) ATCC                              |
| Authentication                                                       | Authentication was performed by ATCC                        |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used                   |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male and female mice were used, 8-10 week-old C57BL/6J mice                                             |
| Wild animals            | N/A                                                                                                     |
| Field-collected samples | N/A                                                                                                     |
| Ethics oversight        | Protocols approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Nr4a1 suppresses cocaine-induced behavior via epigenetic regulation of homeostatic target genes
**Source:** Nat Commun. 2020 Jan 24;11:504. doi: 10.1038/s41467-020-14331-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Supplementary Data File 1. RNA-Seq results NAc, VTA and PFC

How the deposited data were processed for this re-analysis (not part of the article)

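RNA-seq was measured in 71 libraries from the NAc, VTA and PFC of mice that had self-administered cocaine or saline, taken after 1 or 28 days of abstinence. Libraries were assigned to groups by their labels, and the columns of the tables by their names. In the 28-day tables the column names give the group but not which labelled sample a column is, so those libraries carry only a number within the group. A further 30 columns of values per library belong to no sample of the study analysed here and were not used in any step.

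The authors aligned the reads with STAR to mm9 with the Ensembl annotation, and deposited raw counts of reads per gene, without normalization, for 4 tables. For the other 2 tables, the VTA and PFC at 1 day, the authors deposited RPKM values, which are divided by gene length and by the reads of each library. Each deposited table also holds the authors' log2 fold change and p-value of cocaine against saline. The tables hold no q-values and no numbers of combinations that called a gene, so the rule the paper gives for a DEG could not be applied to them. The gene positions in the tables are those of the mm9 gene annotation with 250 bases added on each side in the 1-day tables and 302 in the 28-day tables, for all but 1 of the 15859 genes found in the annotation at 1 day in the NAc. The paper's text does not name the strand used in counting, so genes that overlap on opposite strands are uncertain, as are members of families of near-identical copies.

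Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and cocaine was tested against saline with glmQLFit and glmQLFTest within each table. RPKM values were analysed with limma 3.58.1 on log2(RPKM + 0.1) over genes with a mean of at least 0.5. p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. Standard errors of edgeR's log2 fold changes were computed from the F statistic. The interaction of treatment and time point was tested in 1 edgeR model over the 24 NAc libraries. Single genes were also compared with two-sided exact permutation tests of the group means of log2 levels, over the 924 ways to divide 12 libraries into groups of 6, or 462 for the VTA at 28 days. Sets of genes were tested with camera, which presets the correlation between genes, and fry, which does not, and by the percentile of their median among 10000 random lists matched on mean expression in 20 bins. The memory genes were also tested exactly, over the 924 divisions, by the difference of their mean level, and the clock genes other than Per1 and Per2 by the mean of their squared t statistics for both directions; these tests were added after seeing the data. The glucocorticoid-responsive genes of the NAc and PFC at 1 day and the microglia and clock genes of the VTA at 1 day passed in both tests, and all other sets passed in camera alone or in neither. The 18 lists of marker genes were written before the tables were opened.

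The genes named are those the paper names for RNA-seq, the genes of its memory term, and per table the 3 with the smallest adjusted p in each direction, except for items that are not reported here. This rule, the main tests and the first set of alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in place of TMM, no filter on low values, a pseudocount of 1, a log2 fold change of at least 0.25 as well, an adjusted p under 0.25, the replicate number as a block, and leaving out each library in turn. edgeR on reads recovered from RPKM, a covariate for cortical tissue and DESeq2 for the interaction and for the overlap between time points were added after seeing the data.

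The reads were recovered from RPKM by finding for each gene the step that 1 read is worth. Of 23806 genes with reads in the VTA, 23805 came out whole, and of 23353 in the PFC, 23352. The steps were tested on simulated data with 3967 genes, of which 99.9% were recovered. The tests were run on simulated tables with 200 genes changed. At a 2-fold change they recovered between 74% (VTA at 28 days, 16798 genes) and 89.5% (NAc at 1 day, 15747 genes) of these, and at 1.5-fold between 30.5% (VTA at 28 days, 16793 genes) and 72.5% (PFC at 28 days, 16244 genes). The interaction test recovered 82.5% over 16317 genes. Changes much under 1.5-fold are therefore mostly below what this number of libraries shows gene by gene. The simulated genes varied independently of each other. The real libraries differ along lines shared by many genes, and another split of the NAc libraries at 1 day called 1773 genes. The recovered shares may therefore be too high for the real libraries, also at a 2-fold change. The deepest library had 49700932 reads and the shallowest 20971967, and the 10 most abundant genes took between 3.78% and 9.83% of the reads. No libraries of a group held identical values, and all pairs within groups differed by more than sampling noise. Figures were drawn with matplotlib 3.10.9, and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

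The sheets of the paper's Supplementary Data 1 were read for the values the paper gives. Those of the VTA were read for 1998 of 3396 rows at 1 day and 1182 of 1928 at 28 days, those of the PFC for 80 rows at 1 day and 0 of 45 at 28 days, so these were used for values of single genes and in no test of overlap or enrichment.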

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

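The tests of striatal and cortical tissue below, the covariate for cortical tissue and the exact permutation tests of the clock genes were chosen after results were seen. A library far from the rest of its group was looked for in 132 sets of values, by the gap to the nearest library over the range of the group (Dixon's test at 95%). It was found in 6, where chance gives about 7, so being found this way is weak evidence by itself. The first library below differs over many genes as well.

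In the PFC at 28 days, saline library 4 had a mean log2 level of the striatal medium spiny neuron genes of 7.7, against 3.81 to 4.17 in the other saline libraries, and a mean of the cortical excitatory neuron genes of 6.22, against 6.77 to 6.85. Set against the NAc libraries at 28 days, a table normalized separately, each of 11 striatal genes gives the share of striatal tissue that would bring it to its level, and these shares ran from 36.4% to 48% with a median of 42.6%. Ppp1r1b was at 922.9 CPM in this library and 93.5 CPM in the median of the others, and Penk at 712.5 and 32 CPM. A candidate explanation is therefore striatal tissue in the punch of this library, or RNA of another library mixed with it, and these were not told apart. The median log2 fold change of the striatal list in this table, -1.43, goes with this library. Without it the number of genes with an unadjusted p under 0.05 was 751 in place of 925, and the number called stayed 0.

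In the VTA at 1 day, cocaine replicate 3 had the lowest mean level of the dopamine neuron genes, 5.07 against 6.01 to 6.38 in the other cocaine libraries. Without this library 0 genes were called in place of 28. In the PFC at 1 day, cocaine replicate 5 had the lowest mean of the cortical genes, 4.82 against 4.9 to 4.95, a gap that is small in itself. In the NAc at 28 days, cocaine library 5 had a mean of 2.7 for the genes of the meninges and perivascular fibroblasts, against 1.59 to 1.89, and saline library 1 had a log2 level of Per2 of 5.42, against 5.93 to 6.01. Without saline library 1 the log2 fold change of Per2 was -0.37 and passed the cutoff (adjusted p = 0.033, edgeR). It was between -0.37 and -0.26, with adjusted p-values from 0.033 to 0.999, over the fits that each left out 1 library. No explanation was tested for each of these 4 libraries by itself.

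The effect of cocaine on Per2 in the NAc was 0.79 higher on the log2 scale at 1 day than at 28 days, by the interaction term (adjusted p = 0.0381 over all genes tested, edgeR). That on Cartpt was -0.71, which passed only when adjusted over the list of 4 genes that the paper chose on these libraries. The 1-day and 28-day libraries are tabulated separately, but each effect is a difference within its own table. Per2 is a clock gene, and another time of day of collection in 1 group was tested through other clock genes only at 1 day, given in the next paragraph. The full clock list, with Per1 and Per2, moved as Per2 did in the NAc. At 1 day 10 of 13 genes were higher (adjusted p of 0.000446 in camera and 0.167 in fry). At 28 days 9 of 13 were lower (4e-04 and 0.306). Another time of day therefore stays open for Per2. A different response at early and late abstinence, as the paper describes, stays open and was not tested apart from these libraries.

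Plin4, which the paper does not discuss, was higher after cocaine at 1 day in all 3 regions, with log2 fold changes of 2.57 in the NAc, 2.14 in the VTA and 2.17 in the PFC, and all 6 cocaine libraries above all 6 saline libraries in each. The paper describes taking the 3 regions from the brains of the mice, and the labels do not say which libraries share a mouse. The regions may therefore not be independent, and agreement between them does not count as 3 separate results. Hif3a was higher by 1.08 in the NAc, 1.04 in the VTA and 0.712 in the PFC, and was a DEG in the NAc alone. In the VTA and in the PFC, 5 of its 6 cocaine libraries lay above all saline libraries. Plin4 and Hif3a are both on a list of glucocorticoid-responsive genes written before the tables were opened. All 11 genes of this list that were tested were higher in the NAc at 1 day (median log2 fold change 0.25, adjusted p 2.08e-24 in camera and 0.0416 in fry) and in the PFC (0.33, 7.84e-16 and 0.0159). All 12 were higher in the VTA (median 0.77), where camera passed (adjusted p = 9.68e-07) and fry did not (adjusted p = 0.0631). At 28 days the genes lay mostly lower, with 1 of 12 higher in the NAc, 1 of 12 in the VTA and 3 of 12 in the PFC. There the list passed in camera in each region (adjusted p of 0.00436, 0.00224 and 0.0319) and in fry in none. One library with a strong response is argued against: with 1 library left out the smallest median was 0.74 times that with all libraries in the NAc, 0.71 times in the VTA and 0.9 times in the PFC. Another time of day of collection in 1 group was tested with the clock genes other than Per1 and Per2. Counted in both directions these shifted in the VTA (fry, p = 0.00199, or 0.00597 adjusted for the 3 regions; exact permutation test, p = 0.00649, or 0.0195 adjusted), so it stays a candidate explanation there. In the PFC they passed by the rule set before the test and not after adjustment (fry, p = 0.0438, or 0.0657 adjusted; exact permutation test, p = 0.0844), so this explanation is weaker there and stays open. In the NAc they did not pass in fry or the exact permutation test (p = 0.0974 and 0.149), while 8 of 11 were higher and camera passed (p = 0.0214, or 0.0321 adjusted), so it is not excluded there. Camera also passed in the VTA (p = 0.0188, or 0.0321 adjusted, beside the exact permutation test above) and did not in the PFC (0.0712). In the VTA a covariate for cortical tissue, chosen after seeing the data, took the median of the list to 0.13. The cortical list itself differed between the groups there (two-sided exact permutation test, p = 0.0411, or 0.0998 adjusted), so this covariate may also take away an effect of cocaine, and the share of tissues stays open. A higher level of glucocorticoids in the cocaine mice 1 day after the last session is a hypothesis that none of these tables can test directly, since hormone levels and times of collection are not among them.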

How the results depend on the processing

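In the tables of counts, DESeq2 in place of edgeR changed the number called most: 21 genes were called in the NAc at 1 day in place of 2, 20 in the NAc at 28 days in place of 0, 83 in the VTA at 28 days in place of 0 and 2 in the PFC at 28 days in place of 0. Under DESeq2 Cbl (log2 fold change 0.215, adjusted p = 0.0246) and Per2 (0.506, adjusted p = 0.00236) passed in the NAc at 1 day and Cartpt (0.731, adjusted p = 0.0494) at 28 days. Over the alternatives that keep all libraries, the adjusted p ran from 0.0246 to 0.983 for Cbl, from 0.00236 to 0.868 for Per2 and from 0.0494 to 0.704 for Cartpt. The log2 fold changes hardly moved, and the cause was not tested.

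In the VTA at 1 day, 28 genes became 1269 at an adjusted p under 0.25, 2 with no filter on low values and 55 with edgeR on the recovered reads, which was chosen after seeing the data and shared 25 genes with the 28. With these reads 28 calls were higher and 27 lower, in place of 24 and 4. The share that were higher thus fell from 85.7% to 50.9% through added lower calls. In the PFC at 1 day, 1 gene became 4 at an adjusted p under 0.25. With the cortical genes as a covariate, chosen after seeing the data, the counts were 4 in the NAc and 2 in the PFC at 1 day, and 0 in the VTA at 1 day. In the VTA the list itself differed between the groups at both time points, so the covariate may take away an effect of cocaine there. It also reversed Nr4a1 in the VTA, to -0.081 at 1 day and 0.24 at 28 days, and the glucocorticoid-responsive genes in the VTA at 28 days, to a median of 0.262. The correlation of log2 fold changes between the VTA and PFC at 1 day, -0.113 over all genes, was 0.528 over the 26 genes called in either. The causes were not tested.

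Leaving out 1 library in turn gave from 0 to 2 genes in the NAc at 1 day, from 0 to 2 at 28 days, from 0 to 54 in the VTA at 1 day and from 0 to 2 in the PFC at 1 day. The counts of the VTA and PFC at 28 days stayed 0 in all these fits. The log2 fold change of Cartpt in the NAc at 1 day ran from -0.09 to 0.128, that of Nr4a1 in the NAc at 28 days from -0.09 to 0.317 and in the VTA at 28 days from -0.21 to 0.066, and that of Per2 in the NAc at 28 days from -0.369 to -0.264, passing without saline library 1. The sign of Nr4a1 in the NAc and PFC at 1 day and of Cbl and Per2 at 1 day held in every one of these fits.

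The replicate number as a block could be tried only in the 1-day tables, since the 28-day columns carry no replicate number of their own. The pairs' correlations ran from -0.47 to 0.6, so they do not show whether samples of the same number belong together. With the block, 2 genes were called in the NAc, 13 in the VTA in place of 28 (7 of them shared) and 1 in the PFC.

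The overlaps between time points were 0 in all regions because no gene was called at 28 days, so requiring the same sign could not change them. With DESeq2 in the NAc, an alternative for the overlap chosen after seeing the data, 21 and 20 genes were called and 0 were shared, which lists this short show whether or not the time points are related. Of the alternatives for single genes and lists outside those above, leaving out 1 library changed 57 of 732 values (54 weaker, 1 stronger, 2 moved), and the other alternatives changed 51 of 380 (20 weaker, 25 stronger, 4 moved, 2 reversed, both given above). The alternatives meant for a table of the authors' calls were not run, because the main results come from values per library. A pseudocount for counts, DESeq2 on RPKM and a block at 28 days were not run either. The depth of 20971967 to 49700932 reads limits genes of a few CPM, such as Robo3 and Glp1r.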

Differences from the paper's values

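The paper reports 44 DEGs in the NAc at 1 day and 341 at 28 days, where 2 and 0 were found here. For the VTA the DEG count it reports is 3040 at 1 day and 1571 at 28 days, where 28 and 0 were found, and for the PFC 82 and 45, where 1 and 0 were found. None of the alternatives set before the data were examined closed these gaps. The highest counts they gave were 21 and 20 in the NAc with DESeq2, 1269 in the VTA at 1 day at an adjusted p under 0.25, 83 in the VTA at 28 days with DESeq2, 4 in the PFC at 1 day at an adjusted p under 0.25 and 2 in the PFC at 28 days with DESeq2. The paper's Supplementary Data 1 lists 3 genes for the NAc at both time points, and 0 were shared here, where no gene was called at 28 days. The 21 and 20 genes called with DESeq2 shared 0 as well, in an alternative chosen after seeing the data.

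In Supplementary Fig. 4A the bar of Raver2 is at about 0.83, read by eye, and the log2 fold change here was 0.33, between 0.29 and 0.35 under all alternatives set before the data were examined, none of which closed the gap. Supplementary Data 1 gives 0.33 for Raver2 and 0.82 for Nr4a3. For Blnk in the VTA at 1 day, the paper's value in Supplementary Data 1 is -0.58 and the value here was -0.45. None of the alternatives set before the data were examined closed this gap, while edgeR on the recovered reads, which was chosen after seeing the values, gave -0.58. The other 51 of 52 log2 fold changes compared with Supplementary Data 1 differed by less than their error.

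The paper states that more genes were regulated in the NAc at 28 days than at 1 day. The adjusted counts here run the other way, 2 against 0, and those at an unadjusted p under 0.05 the same way as the paper's, 636 against 1102. The text gives more DEGs in the VTA at 1 day and the legend of Supplementary Fig. 2E more at 28 days. The counts here were 28 and 0.

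The paper calls Nr4a1 in the NAc at 1 day, and the adjusted p here was 0.99. It stayed above the cutoff under every alternative. Cbl, Per2, Nr4a3, Fmo2, Ccdc141, Mertk, Raver2 and Kirrel2 at 1 day and Cartpt at 28 days, which the paper calls, passed here with DESeq2 and not with edgeR. So did Sorcs3, Acap3, Cdh2, Gbp5, Magee2 and Megf11 in the NAc and Cd59a, Crtc1, Grid1 and Sebox in the VTA at 28 days. Gm6636, Mid1 and Tec in the PFC at 1 day passed at an adjusted p under 0.25, and Tec also with the covariate named below and with cocaine replicate 5 left out (adjusted p = 0.0255, limma). Mertk also passed at an adjusted p under 0.25, and Mertk and Nr4a3 with a covariate for cortical tissue that was chosen after seeing the data. Per2 at 28 days passed only with saline library 1 left out, and E2f1, Mark2, Ndn and Robo3 at 28 days passed under no alternative. The paper calls the corticotropin-releasing hormone term the highest ranked, and in its Source Data it is the third by p and the first by Benjamini value.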

Other observations

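The tests of tissue in single libraries, of the deposited columns and with the cortical list as a covariate were chosen after results were seen, the last of them before its own outcome was known. For each table the cocaine and saline libraries were also divided in other ways into groups of the same sizes, with 100 of 462 possible splits drawn, the real one included. In the NAc at 1 day 2 of the 100 splits called as many genes as the real one, in the VTA at 1 day 1, and in the PFC at 1 day 5. At 28 days the real split called 0 genes, which 100 of the 100 splits reach in each region whatever they call, so this count tells nothing there. By the number of genes with an unadjusted p under 0.05, as many were found in 34 splits for the NAc, 2 for the VTA and 41 for the PFC at 1 day, and in 17 for the NAc, 9 for the VTA and 37 for the PFC at 28 days. The median of this number over the splits was 423 for the NAc, 435.5 for the VTA and 528 for the PFC at 1 day. At 28 days it was 596, 492.5 and 723. Only in the VTA at 1 day did the real split stand apart by both measures. Single other splits called up to 1773 genes in the NAc at 1 day and 916 in the VTA at 28 days, so the libraries differ strongly along lines other than treatment.

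A different share of neighbouring regions or cell types in the cocaine and saline tissue was tested with 12 lists of marker genes per table. In the VTA at 1 day 1 list passed in both camera and fry, that of microglia, with 0 of 10 genes higher after cocaine and a median of -0.49, and 6 passed in camera. The genes of the meninges were all higher (median 1.58) and those of dopamine neurons all lower (9 genes, median -0.60). A difference in the tissue punched therefore may account for part of the calls in the VTA at 1 day, and with the cortical list as a covariate, chosen after seeing the data, 0 genes were called. As this list was itself higher after cocaine, the covariate cannot separate tissue from treatment. In the VTA at 28 days 0 lists passed in both tests, while 4 passed in camera, so a difference in tissue cannot be told apart from an effect of cocaine there, with 11 libraries. The meninges and microglia lists were lower after cocaine at 28 days, with medians of -1.24 and -0.45. The levels of the dopamine genes ranged over 1.99 on the log2 scale in the VTA libraries at 1 day and 2.05 at 28 days.

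The mean log2 level of the cortical genes ranged over 4.08 in the NAc libraries at 1 day and 4.04 at 28 days, with no difference shown between groups (two-sided exact permutation tests, p = 0.974 and 0.249). In the NAc library with the highest level at 28 days (saline library 6), the shares of cortical tissue implied by 8 genes ran from 8.05% to 25.4% with a median of 19.2%, and 7 lay in a single 3-fold range, which cortical tissue in that punch may explain. At 1 day (cocaine replicate 6) they ran from 1.9% for Fezf2 to 62.3% for Tbr1 with a median of 19.6%, with at most 4 in any 3-fold range and 6 within 3 times of the median. These shares scatter too widely to call for cortical tissue like that of the PFC and not widely enough to exclude it, so it stays open there; another cortical area was not tested. The reference for these shares is the PFC table at 28 days, normalized separately. Whether this spread hides changes was tested with the cortical list as a covariate: 4 genes were called in the NAc at 1 day in place of 2 and 0 in the NAc at 28 days, which argues against a spread hiding many changes there. The genes with an unadjusted p under 0.05 did rise with it, from 636 to 836 and from 1102 to 1691, so a part may be hidden. With the covariate 0 genes were called in the VTA at 28 days. The number there with an unadjusted p under 0.05 rose from 1942 to 3960. However, the cortical list itself was lower there after cocaine, at 2.11 against 2.64. A two-sided exact permutation test gave p = 0.013, or 0.221 adjusted for the lists of this table. The covariate may therefore take away an effect of cocaine as well, and this explanation stays open.

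The log2 fold changes and p-values in the authors' deposited table of the PFC at 28 days equal those of the authors' deposited table of the NAc at 28 days for 23346 of 23346 genes with a value. Their correlation with the log2 fold changes computed here from the PFC counts is 0.017, against 0.961 to 1 in the other tables, so the columns in the PFC table may come from the NAc comparison. The values reported here use the counts and are not affected. Adjusted by the Benjamini-Hochberg method, the p-values of the authors' deposited tables were under 0.05 for 4 genes in the NAc, 10 in the VTA and 11 in the PFC at 1 day, and for 0 genes in the NAc and VTA at 28 days. With a cutoff of 0.25 these were 12, 388, 19, 0 and 0. At an unadjusted p under 0.05, the deposited columns of the NAc and VTA at 28 days held 1155 and 1492 genes.

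Immediate early genes, which include Nr4a1 and Nr4a3, were higher after cocaine at 1 day for 13 of 14 genes in the NAc (median log2 fold change 0.40, camera adjusted p = 6.19e-13, fry 0.0776) and for 14 of 14 in the PFC (median 0.23, camera 1.13e-07, fry 0.372). Of the 10 genes tested in the VTA at 1 day 9 were higher (median 0.37, camera 0.0142, fry 0.137). At 28 days 12 of 14 were higher in the PFC (median 0.28, camera 0.0296, fry 0.882) and in the NAc (median 0.14, camera 0.385, fry 0.831), and 4 of 13 in the VTA (median -0.09, camera 0.94, fry 0.922). The list thus passed in camera in all 1-day tables and in the PFC at 28 days, and in fry in none. Across genes, the log2 fold changes at 1 day correlated between the NAc and PFC (Pearson 0.302, Spearman 0.269), the largest of 15 pairs of tables apart from the VTA at 1 and 28 days (-0.386). Genes are not independent replicates, the libraries of different regions may come from the same mice, and no explanation was tested. Xist passed the filter in no table and all 4 Y-linked genes listed were tested in each.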
